# Lipolysis pathways modulate lipid mediator release and endocannabinoid system signaling in dairy cows’ adipocytes

**DOI:** 10.1186/s40104-024-01062-z

**Published:** 2024-08-03

**Authors:** Madison N. Myers, Miguel Chirivi, Jeff C. Gandy, Joseph Tam, Maya Zachut, G. Andres Contreras

**Keywords:** Adipose tissue, Dairy cows, Endocannabinoid system, Endocannabinoids, Lipolysis

## Abstract

**Background:**

As cows transition from pregnancy to lactation, free fatty acids (FFA) are mobilized from adipose tissues (AT) through lipolysis to counter energy deficits. In clinically healthy cows, lipolysis intensity is reduced throughout lactation; however, if FFA release exceeds tissue demands or the liver’s metabolic capacity, lipid byproducts accumulate, increasing cows’ risk of metabolic and infectious disease. Endocannabinoids (eCBs) and their congeners, *N-*acylethanolamines (NAEs), are lipid-based compounds that modulate metabolism and inflammation. Their synthesis and release depend upon the availability of FFA precursors and the abundance of synthesizing and degrading enzymes and transporters. Therefore, we hypothesized that eCB production and transcription of endocannabinoid system components are modulated by lipolysis pathways in adipocytes. To test this hypothesis, we stimulated canonical (isoproterenol, 1 µmol/L; ISO) and inflammatory (lipopolysaccharide, 1 µg/mL; LPS) lipolysis pathways in adipocytes isolated from the AT of 5 Holstein dairy cows. Following, we assessed lipolysis intensity, adipocytes’ release of eCBs, and transcription of endocannabinoid system components.

**Results:**

We found that ISO and LPS stimulated lipolysis at comparable intensities. Exposure to either treatment tended to elevate the release of eCBs and NAEs by cultured adipocytes; however, specific eCBs and NAEs and the transcriptional profiles differed by treatment. On one hand, ISO enhanced adipocytes’ release of 2-arachidonoylglycerol (2-AG) but reduced NAE production. Notably, ISO enhanced the cells’ expression of enzymes associated with 2-AG biosynthesis (*INPP5F*, *GDPD5*, *GPAT4*), transport (*CD36*), and adipogenesis (*PPARG*). Conversely, LPS enhanced adipocytes’ synthesis and release of *N-*arachidonoylethanolamide (AEA). This change coincided with enhanced transcription of the NAE-biosynthesizing enzyme, *PTPN22*, and adipocytes’ transcription of genes related to eCB degradation (*PTGS2*, *MGLL*, *CYP27B1*). Furthermore, LPS enhanced adipocytes’ transcription of eCB and NAE transporters (*HSPA1A*, *SCP2*) and the expression of the anti-adipogenic ion channel, *TRPV3*.

**Conclusions:**

Our data provide evidence for distinct modulatory roles of canonical and inflammatory lipolysis pathways over eCB release and transcriptional regulation of biosynthesis, degradation, transport, and ECS signaling in cows’ adipocytes. Based on our findings, we conclude that, within adipocytes, eCB production and ECS component expression are, at least in part, mediated by lipolysis in a pathway-dependent manner. These findings contribute to a deeper understanding of the molecular mechanisms underlying metabolic regulation in dairy cows’ AT, with potential implications for prevention and treatment of inflammatory and metabolic disorders.

**Graphical Abstract:**

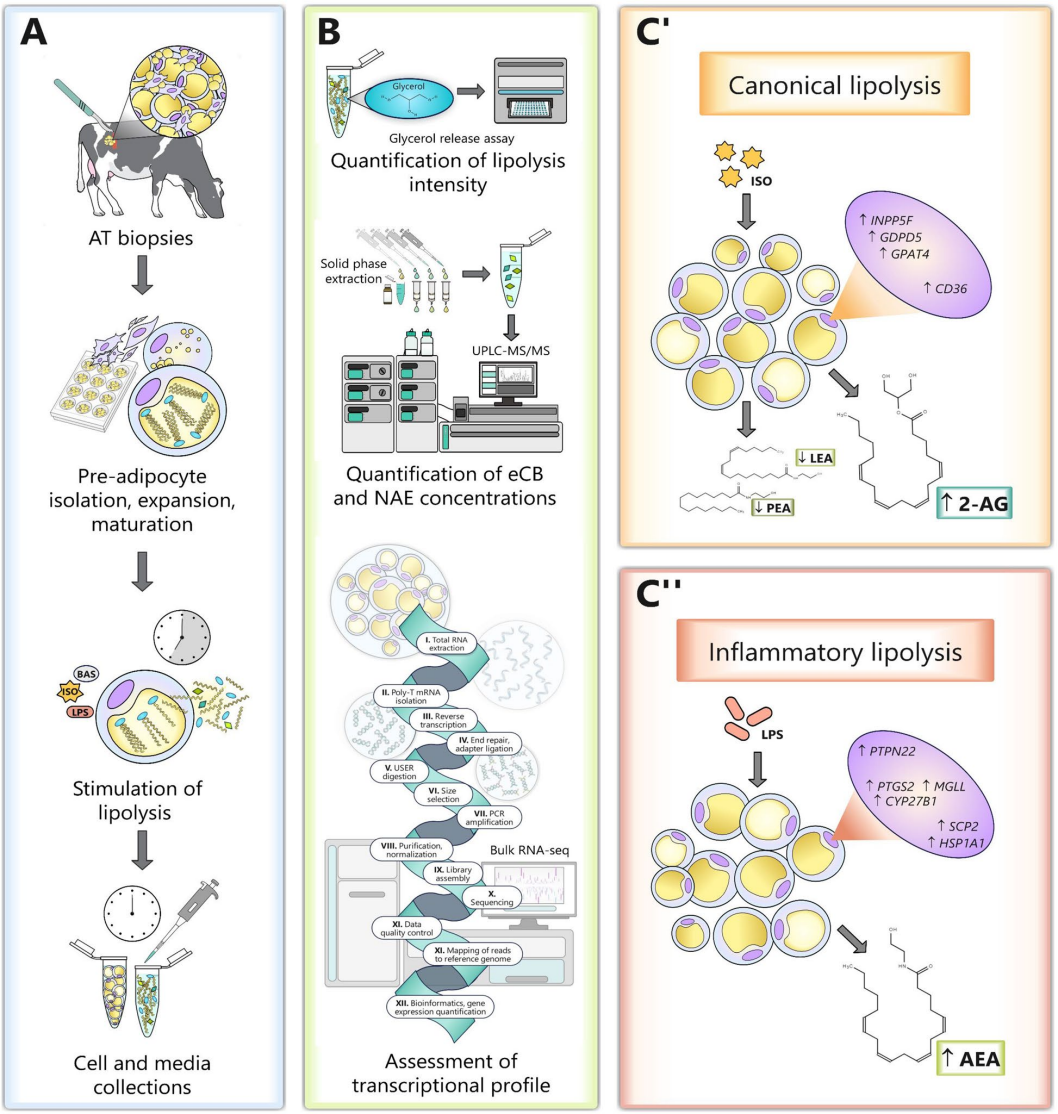

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40104-024-01062-z.

## Background

The susceptibility of dairy cows to metabolic and infectious disease is greatest during the periparturient period (PP); a physiological stage defined as the 3 weeks preceding and 3 weeks following calving [1]. To meet nutrient demands associated with lactogenesis and calving, extensive metabolic and immunologic adaptations occur—especially in cows’ adipose tissues (AT) [2]. During this time, free fatty acids (FFA) are rapidly mobilized from adipocytes within AT through lipolysis, buffering energy availability according to physiologic demands [3]. This mechanism relies upon the activation of three key lipases–adipose triglyceride lipase (ATGL), hormone-sensitive lipase (HSL), and monoacylglycerol lipase (MGLL)—which sequentially break down stored lipids, releasing FFA and glycerol from AT [4]. The primary pathway, known as canonical lipolysis, is initiated upon the stimulation of growth hormone or β-adrenergic receptors (β-AR), among others, by their respective ligands [3]. Adenylyl cyclase activation triggers the phosphorylation of protein kinase A (PKA), which stimulates perilipin 1 (PLIN1) and HSL [4]. The activation of ATGL is dependent upon binding of its cofactor, α/β hydrolase domain-containing protein 5 (ABHD5), which is freed from PLIN1 upon its phosphorylation, initiating triacylglycerol hydrolysis and FFA release [5, 6].

While essential short-term, intense lipolysis that persists into lactation may result in the accumulation of toxic lipid byproducts within AT and other tissues [7, 8]. Known as lipolysis dysregulation, this process impairs local and systemic immune responses, increasing the susceptibility of near-calving cows to costly metabolic and inflammatory diseases, such as metritis, ruminal acidosis, and mastitis [8, 9]. These conditions favor the invasion of pathogenic bacteria and accumulation of bacterial fragments such as lipopolysaccharide (LPS) in the blood and peripheral tissues, which may lead to clinical endotoxemia [10]. Recent evidence published by our group demonstrates that, in bovine adipocytes, toll-like receptor-4 (TLR-4) activation by LPS triggers lipolysis through an alternative, extracellular signal-regulated kinase-1/2 (ERK1/2)-mediated cascade. Through this process, known as inflammatory lipolysis, in addition to PKA-mediated stimulation of the canonical pathway, LPS drives lipid mobilization from adipocytes [11, 12].

The endocannabinoid system (ECS) is a complex signaling network consisting of specialized receptors, fatty acid-derived ligands, and enzymes responsible for their synthesis, degradation, and transport [13]. The ECS is recognized as a potent mediator of metabolic and inflammatory processes in mammals [13, 14]. Such effects result from the stimulation of diverse receptor families found within the ECS, which are widely distributed throughout the body, yet differentially expressed between cell types and tissues. For example, the metabolically active cannabinoid-1 receptor (CB1R), a G protein-coupled receptor (GPR), is highly expressed throughout nervous tissues and the surfaces of peripheral cells, including adipocytes. In the adipocytes of dairy cows, specifically, activation of CB1R enhances lipid storage and reduces FFA mobilization [15, 16]. In contrast, the cannabinoid-2 receptor (CB2R) modulates inflammatory responses and is predominantly expressed on the surface of immune cells [15, 17]. In cows exhibiting greater PP lipolysis, AT expression of *CNR1* and *CNR2* (corresponding to CB1R and CB2R, respectively) are enhanced, although the direct role lipolysis plays in the regulation of ECS-associated gene transcription is, to the authors’ knowledge, yet to be revealed [18]. Additional ECS receptors include GPR (GPR18, -55, -119) [19, 20], ion channels such as transient potential vanilloid channels-1 and -3 (TRPV1, -3) [21] and voltage-dependent calcium channels [22], and the transcription factor peroxisome proliferator-activated receptor gamma (PPARγ) [23, 24].

The stimulation of ECS receptors is dependent upon the availability and specificity of their ligands, endocannabinoids (eCBs) and structurally similar compounds, *N*-acylethanolamines (NAEs). Molecules in the former class, eCBs, include the two well-known arachidonic acid (AA; C20:4, n-6)-based compounds, 2-arachidonoylglycerol (2-AG) and *N-*arachidonoylethanolamide (anandamide, AEA; C20:4 NAE). These compounds, in contrast to non-eCBs (e.g., NAEs), bind and interact with CB1R and CB2R in addition to other ECS receptors, ion channels, and transcription factors [25]. The latter, NAEs, are named according to the identity of their FFA acyl chain donor, and include AEA, linoleoylethanolamide (LEA; C18:2 NAE), oleoylethanolamide (OEA; C18:1 NAE), palmitoylethanolamide (PEA; C16:0 NAE), and stearoylethanolamide (SEA; C18:0 NAE), along with others (extensively reviewed in [26]). These molecules, along with eCBs, exert local and systemic anti-inflammatory, orexigenic, and anti-nociceptive effects through their binding and activation of ECS receptors, which may be of benefit to PP cows, especially [27].

Several factors, including cellular stress or injury, inflammation, and changes in metabolic status (e.g., fed versus fasting conditions), may stimulate the production of eCBs and NAEs [28]. Initially, biosynthesis of the compounds begins with the cleavage of FFA from an intracellular lipid source by lipases (DAGLα/β), phospholipases (NAPE-PLD, PLC), lysophospholipases (ABHD4), *N*-acyltransferases (NAT), or phospholipid phosphatases (PLPP). In non-adipocytes, the plasma membrane is considered the primary site of eCB synthesis and its resident phospholipids (PL), the primary sources of precursor FFA [29, 30]. In adipocytes, however, wherein hydrolysis of TAG by neutral lipases (ATGL, HSL) and FFA mobilization from the lipid droplet are near-constant, the effects of lipolysis on eCB biosynthesis are yet to be determined. Considering that lipolysis and inflammation are known modulators of intra- and extracellular FFA abundance and membrane PL composition, we anticipate that the biosynthesis and release of eCBs and NAEs are altered upon the stimulation of AT lipolysis pathways in the adipocytes of PP cattle [31, 32]. Such notions are supported by the previous work of Zachut et al., which revealed that greater body fat mobilization (e.g., lipolysis) post-calving is associated with elevations in AT AA, 2-AG, and AEA concentrations [18]. In the same study, PEA and OEA levels were also enhanced in AT and plasma from pre- to postpartum, corresponding with transient shifts in availability of the respective precursor FFA (palmitic, C16:0; oleic, C18:1) released from the AT of PP cows [8].

Both eCBs and NAEs are susceptible to rapid breakdown by hydrolyzing and oxidizing enzymes present in AT [13]. Hydrolysis of 2-AG is performed by ABHD6, -12, and MGLL, whereas fatty acid amide hydrolase (FAAH) and *N*-acylethanolamine acid amidase hydrolyze NAEs. Many oxidative enzymes upregulated during inflammation and intense lipolysis, including cyclooxygenases (COX), lipoxygenases (LOX), and cytochrome P450 monooxygenases (CYP), degrade the FFA-based ligands and may regulate their concentrations in bovine AT [3, 8, 33]. Taken together, byproducts of eCB and NAE degradation may reciprocally modulate lipolysis intensity and inflammation in the AT of PP cows, although much remains unknown in this context [8, 13].

While greater body fat mobilization (e.g., lipolysis) and inflammation post-calving are associated with elevated eCB concentrations in cows’ AT, plasma, and endometrial tissues, the direct implications of canonical and inflammatory lipolysis pathway activation on eCB production, degradation, and signaling in AT remain unknown [14, 18]. We hypothesized that stimulation of lipolysis pathways enhances the biosynthesis and release of eCBs and NAEs in bovine adipocytes by increasing FFA availability and altering the transcriptional profile of ECS-associated gene networks (Fig. 1). Using an in vitro adipocyte culture model, we tested this hypothesis by determining the effects of canonical and inflammatory lipolysis pathway stimulation on eCB release and transcriptional changes in eCB- and NAE-synthesizing, degrading, transporting, and receptor gene networks.

**Fig. 1:**
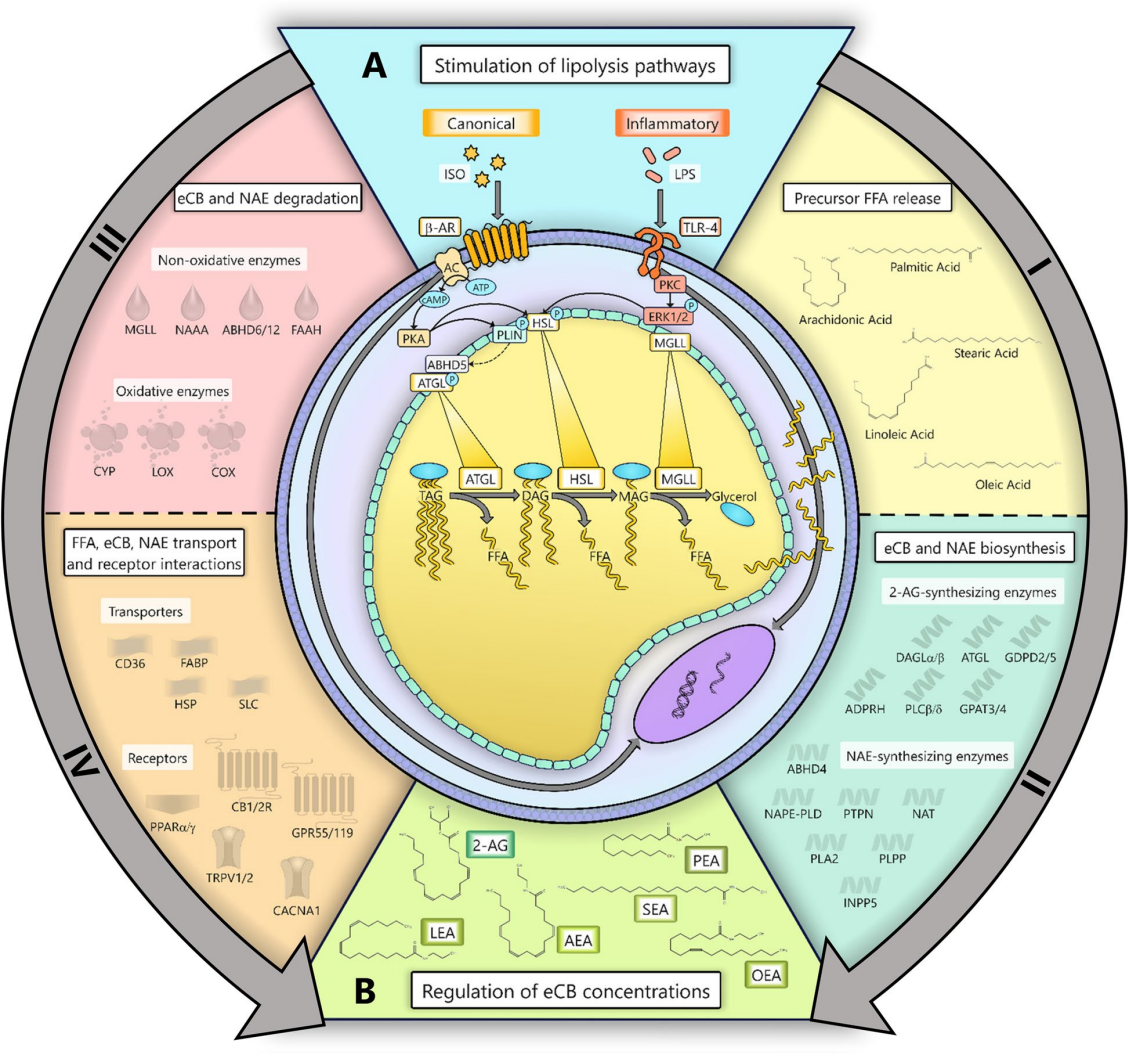
Hypothesized mechanisms by which lipolysis pathways regulate endocannabinoid (eCB) and *N*-acylethanolamine (NAE) concentrations in bovine adipose tissues (AT). **A** Outline of key signaling pathways involved in canonical and inflammatory lipolysis activation in adipocytes which may: (I) Enhance the availability of free fatty acid (FFA) precursors of eCBs and NAEs and alter their profile in adipocytes. (II) Modulate eCB synthesis by modifying the transcription of key eCB- and NAE-synthesizing gene networks. (III) Promote the degradation of eCBs and NAEs by enhancing the transcription of oxidizing and hydrolyzing enzymes. (IV) Regulate the release and activity of eCBs and NAEs by altering the expression and abundance of eCBs and NAE transporters and endocannabinoid system (ECS)-associated receptors. **B** Key FFA-derived eCBs and their congeners, NAEs, within in the AT ECS

## Methods

### Animals and tissue collections

All procedures were approved by the Institutional Animal Care and Use Committee at Michigan State University (AUF #11-16-188-00) and performed in accordance with local and federal guidelines.

Five healthy, multiparous, non-gestating, non-lactating Holstein cows from commercial Michigan dairy farms were selected from a local abattoir. Before slaughter, animals were assigned a body condition score (BCS) by a trained veterinarian. To limit confounding variables, the BCS of all selected animals fell within the range of 3.25 to 3.75. Following euthanasia by captive bolt and jugular exsanguination, internal organs of candidate animals were evaluated. Animals with evidence of intra-abdominal, thoracic, or gastrointestinal disease were excluded. Following hide removal, 5 g of subcutaneous AT was collected from the right paralumbar fossa (flank) region. AT samples were immediately added to 30 mL filtered Krebs–Ringer bicarbonate buffer (KRBB, pH 7.4) formulated as previously described [16]. Samples were transported at 37 °C.

### Adipocyte progenitor isolation and adipocyte culture

Upon arrival at the laboratory, ~ 50 mg of each AT sample was finely minced using sterile surgical scissors into 1–2 mm^3^ fragments. Tissue pieces were transferred into a 12-well culture plate (four fragments per well) and spaced approximately 5 mm apart. After 10 min of incubation at 37 °C, 300 µL of MesenPro RS Complete Medium (Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 1% L-glutamine (Gibco, Waltham, MA, USA) and 0.25 µg/mL amphotericin B (Antibiotic/Antimycotic solution; Gibco) was carefully added to each well and plates were incubated at 37 °C. Medium was changed every 48 h until preadipocytes migrated onto the plate surface from AT fragments and reached confluency. Following, cells were lifted by trypsinization (Gibco) and passed into flasks containing preadipocyte medium consisting of 10% fetal bovine serum (FBS; Corning), Dulbecco's modified Eagle medium/F12 (Corning, NY, USA), 44.05 mmol/L sodium bicarbonate (Corning), 100 µmol/L ascorbic acid (Sigma-Aldrich, St. Louis, MO, USA), 33 µmol/L biotin (Sigma-Aldrich), 17 µmol/L pantothenate (Sigma-Aldrich), 20 mmol/L HEPES (Teknova, Hollister, CA, USA), 1% L-glutamine (Gibco), and supplemented with 100 U/mL penicillin, 100 µg/mL streptomycin, 0.25 µg/mL amphotericin B (Antibiotic/Antimycotic Solution; Gibco).

Following expansion (2 to 3 serial passages), preadipocytes were seeded at a density of 20,000 cells/cm^2^ in 6-well plates [34]. Once confluency was reached, preadipocyte medium was removed and replaced with adipocyte induction medium: pre-adipocyte medium supplemented with 10 mg/mL insulin (Sigma-Aldrich), 1 µmol/L octanoic acid (Acros Organics, Geel, Belgium), 10 mmol/L acetate (Sigma-Aldrich), 10 µg/mL transferrin (Sigma-Aldrich), 5 µmol/L troglitazone (AdipoGen Life Sciences, San Diego, CA, USA) supplemented with 1 µmol/L 3-isobutyl-1-methylxanthine (IBMX; AdipoGen), and 0.5 µmol/L dexamethasone (Cayman Chemical, Ann Arbor, MI, USA). Following 48 h of incubation, 60% of the induction medium volume was removed and replaced with an equivalent volume of adipocyte medium (preadipocyte medium with 10 mg/mL insulin, 1 µmol/L octanoic acid, 10 mmol/L acetate, 10 µg/mL transferrin, and 5 µmol/L troglitazone). Cells were incubated at 37 °C and medias were refreshed every 48 h for 7 d.

### Lipolysis assays

After 7 d of induction, mature adipocytes were incubated in serum-free culture medium consisting of KRBB + 2% BSA (Sigma-Aldrich) only (basal lipolysis; BAS) or with 1 µmol/L isoproterenol (ISO) or 1 µg/mL lipopolysaccharide (LPS). After 7 h of incubation, cells and media were collected according to assay specifications detailed below, snap-frozen in liquid nitrogen, and stored at –80 °C until further analysis.

### Quantification of lipolysis

Lipolytic responses of adipocytes were assessed using the Glycerol-Glo kit (Promega Corp., Madison, WI, USA). Briefly, 50 µL of treated sample medium was added to a 96-well plate, followed by 1 h of incubation with assay reagents according to the manufacturer’s guidelines. Glycerol release was normalized by protein content for each sample following extraction in RIPA buffer (Teknova) supplemented with protease and phosphatase inhibitor cocktail (Thermo Fisher Scientific), as determined by Pierce™ BCA reagent quantification [35].

### Endocannabinoid quantification

Solid phase extraction began with 1:1 dilution of media samples (1 mL) in HPLC-grade water (1 mL). Next, 20 µL of methanol containing 10 ng of each internal eCB and NAE standard (arachidonoyl ethanolamide-d_8_, 1-arachidonoyl-d_5_-rac-glycerol, 1-arachidonoyl-d_8_-rac-glycerol, and 2-arachidonoyl-glycerol-d_8_, palmitoyl ethanolamide-d_5_, oleoyl ethanolamide-d_4_, stearoyl ethanolamide-d_3_, linoleoyl ethanolamide-d_4_; 0.5 µg/mL each in methanol; Cayman Chemical) was added to each diluted sample. Following thorough mixing, samples were sonicated for 2 min, then carefully transferred to Oasis^®^ PRiME HLB solid phase extraction cartridges (3 mL, 150 mg Sorbent; Waters Corporation, Milford, MA, USA) and allowed to drip through for 5 min. Next, cartridges were eluted twice with 1 mL of hexane–ethyl acetate (8:2; Sigma-Aldrich) and evaporated in a SpeedVac (Thermo Fisher Scientific). After, cartridges were eluted with 100 µL of methanol, and extract suspensions were thoroughly vortexed. Then, 20 μL water containing LC/MS-grade ammonium formate 10 mmol/L (6.3 mg/mL water; Sigma-Aldrich) and 1% formic acid (10 µL/mL water; Sigma-Aldrich) was added to each sample.

Quantification of eCBs and NAEs was achieved using the methods described by Ney et al. [36] with some modifications. Ultra performance liquid chromatographic (UPLC) separation was performed with the Waters ACQUITY^®^ H-class UPLC system (Waters Corp.). ACQUITY UPLC™ Bridged Ethyl Hybrid C18 columns (2.1 mm × 100 mm × 1.7 μm; Waters Corp.) were used. The UPLC instrument was operated with mobile phase A consisting of 2.0 mmol/L ammonium acetate adjusted to pH 4.5 (Solvent A), and acetonitrile (Solvent B). For chromatographic separation, a gradient was applied. First, 30% B was held for 30 s, gradually increased over the next 30 s to 50%, then 70% over 3 min. The final gradient was applied over 2 min to reach 90% B, at which conditions samples were held for 2 min and 30 s. Following, samples were returned to initial conditions and re-equilibrated for 3 min. A flow rate of 0.3 mL/min was used and columns were held at 50 °C.

The UPLC system was coupled to a Waters Xevo^®^ TQ-XS triple quadrupole mass spectrometer (Waters Corp.) with multiple reaction monitoring (MRM) used for analysis. The instrument was operated in positive electrosonic spray ionization mode with a capillary voltage of 2.7 kV, and, for each MRM stage, collision energies and cone voltages were optimized. A capillary temperature of 450 °C was maintained for desolvation. Pure nitrogen gas was injected at a rate of 950 L/h for nebulization and, within the cone, 50 L/h.

### RNA extraction

Adipocytes were rinsed twice with 1 × phosphatase buffered saline (PBS; Teknova) and lifted by trypsinization. Suspensions were transferred to 0.5 mL microcentrifuge tubes and cells were pelleted at 300 × *g* for 3 min. Following, supernatants were removed by pipetting. Cells were resuspended in 200 μL of cold 1-thioglycerol/homogenization solution (Promega Corp.), flash frozen in liquid nitrogen, and samples were stored at –80 °C.

Prior to extraction, samples were thawed on ice. RNA was extracted and purified using the automated Maxwell^®^ RSC Instrument (Promega Corp.) and simplyRNA Cells Kit (Promega Corp.) according to the manufacturer’s instructions. Samples were stored at –80 °C until further processing. Following, RNA purity and concentration were determined using the NanoDrop 1000 Spectrophotometer (Thermo Fisher Scientific) and an RNA integrity number (RIN) was assigned to each sample using the 4200 TapeStation automated electrophoresis instrument (Agilent, Santa Clara, CA, USA) at the Michigan State University Genomics Core (East Lansing, MI, USA). All samples met quantity and purity requirements for transcriptomic sequencing; A_260_/A_230_ ≥ 2.0, RIN ≥ 9.5 (Novogene Corporation, Beijing, China).

### Bulk RNA-seq analysis

A subset of BAS-, ISO-, and LPS-treated samples from 3 animals were randomly selected for next-generation sequencing (NGS) of sample bulk RNA (RNA-seq). Samples were then shipped to Novogene Corporation (Sacramento, CA, USA) for RNA-seq reporting. Upon arrival, quality control analyses were performed for all samples. Next, poly-T oligo-attached magnetic beads were used to purify messenger RNA from 5 µg total RNA. The resulting transcripts were fragmented, and random hexamer primers were used to reverse transcribe the first strand of cDNA. For the second strand, cDNA was synthesized using dTTP (for non-directional, paired-end library construction) [37]. Following end repair, A-tailing, adapter ligation, size selection, amplification, and purification, comparative libraries were constructed. Library quality controls were certified after quantification with the Qubit^®^ RNA Broad-Range Assay (Thermo Fisher) and real-time PCR, and for detection of size distribution, an Agilent Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA). Quantified libraries were pooled, and samples were sequenced on the Hiseq PE150 platform based on the effective library concentration, data amount, and according to the manufacturer’s instructions (Illumina, San Diego, CA, USA). Sequencing depths ranged from 29 to 59 million paired-end 100 bp reads per sample (Additional file 1 [38]). Raw reads in FASTQ format were processed through in-house Perl scripts. Clean reads were obtained following the removal of adapter-containing, ploy-N, and low-quality reads. During this step, quality scores of 20 (Q20), 30 (Q30), and guanine-cytosine (GC)-content were simultaneously evaluated. Through Hisat2 (v.2.0.5), paired-end clean reads were mapped to the cow genome, ARS-UCD1.2 (https://www.ebi.ac.uk/ena/data/view/GCA_002263795.2) [39]. Mapped reads were assembled using StringTie (v.1.3.3b) [40]. The featureCounts program (v1.5.0-p3) was used to count mapped read numbers that were used for gene expression analysis [41]. All data is available in the NCBI Gene Expression Omnibus under accession number GSE267141.

### Statistical analyses

#### Assessment of metabolomics data

Statistical analyses were performed in JMP^®^ (v.14, SAS Institute Incorporated, Cary, NC, USA). The normality of variables was calculated using the Shapiro–Wilk test (*P* < 0.05). When non-normal, raw values were log_10_-transformed. Transformed variables included AEA, 2-AG, LEA, and OEA concentrations. Following transformation, all data met normality assumptions required for statistical analysis. One-way ANOVA pairwise comparisons with Tukey’s HSD were calculated and used to identify differences in glycerol, eCB, and NAE concentrations among treatment groups. For ease of interpretation, non-transformed values are presented in all related figures.

#### RNA-seq data analysis

Differential gene expression analyses were performed based on negative binomial distributions using the DESeq2R package (v1.20.0, DESeq2R development team) [42, 43]. DESeq2-normalized gene counts were log_2_-transformed, Student’s *t*-tests were conducted, and Benjamini and Hochberg’s approach for controlling false discovery rate (FDR) was used to adjust *P*-values [44]. Genes were considered differentially expressed (DEGs) when the log_2_ of the fold-change exceeded 0.58 (fold-change value > 1.5) and the −log_10_ of the adjusted *P*-value was above 1.30103 (*P* ≤ 0.05).

Gene Ontology enrichment analyses were performed using the online graphical gene-set enrichment tool, ShinyGO (v0.80, ShinyGO development team) [45], for functional clustering of DEGs. Significance was set to *P* < 0.05 for the interfacing Kyoto Encyclopedia of Genes and Genomes (KEGG) [46] analysis (Additional file 2 [47]).

To visualize differences in DEGs among comparison groups, volcano plots were created in GraphPad Prism (v.10 for Windows, GraphPad Software, Boston, MA, USA). Of all assessed, 183 ECS-affiliated genes were selected and grouped by function (Additional file 3 [48]). 

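Of the 183 listed genes, 182 were matched to the deposited FPKM, 180 by symbol and 2 by identifier; CYP17A1 was not matched and is not analysed here. In all 9 BAS, ISO and LPS libraries, 12 of the matched genes had 3 fragments or fewer, and 3 of these had 0. The filter on low values left 160 genes for the test.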

One-way ANOVA with Fisher’s LSD were then performed using DESeq2-normalized counts.

## Results

### Canonical and inflammatory lipolysis pathways differentially alter endocannabinoid biosynthesis and release by adipocytes

Cultured adipocytes were exposed to activators of canonical (ISO) and inflammatory (LPS) lipolysis pathways for 7 h. Following, lipolysis intensity was assessed through the quantification of glycerol release by adipocytes (Fig. 2A). The lipolytic responses of ISO- and LPS-treated adipocytes exceeded BAS levels by 1.5- and 1.6-fold, respectively, but were not different between lipolytic agents.

**Fig. 2:**
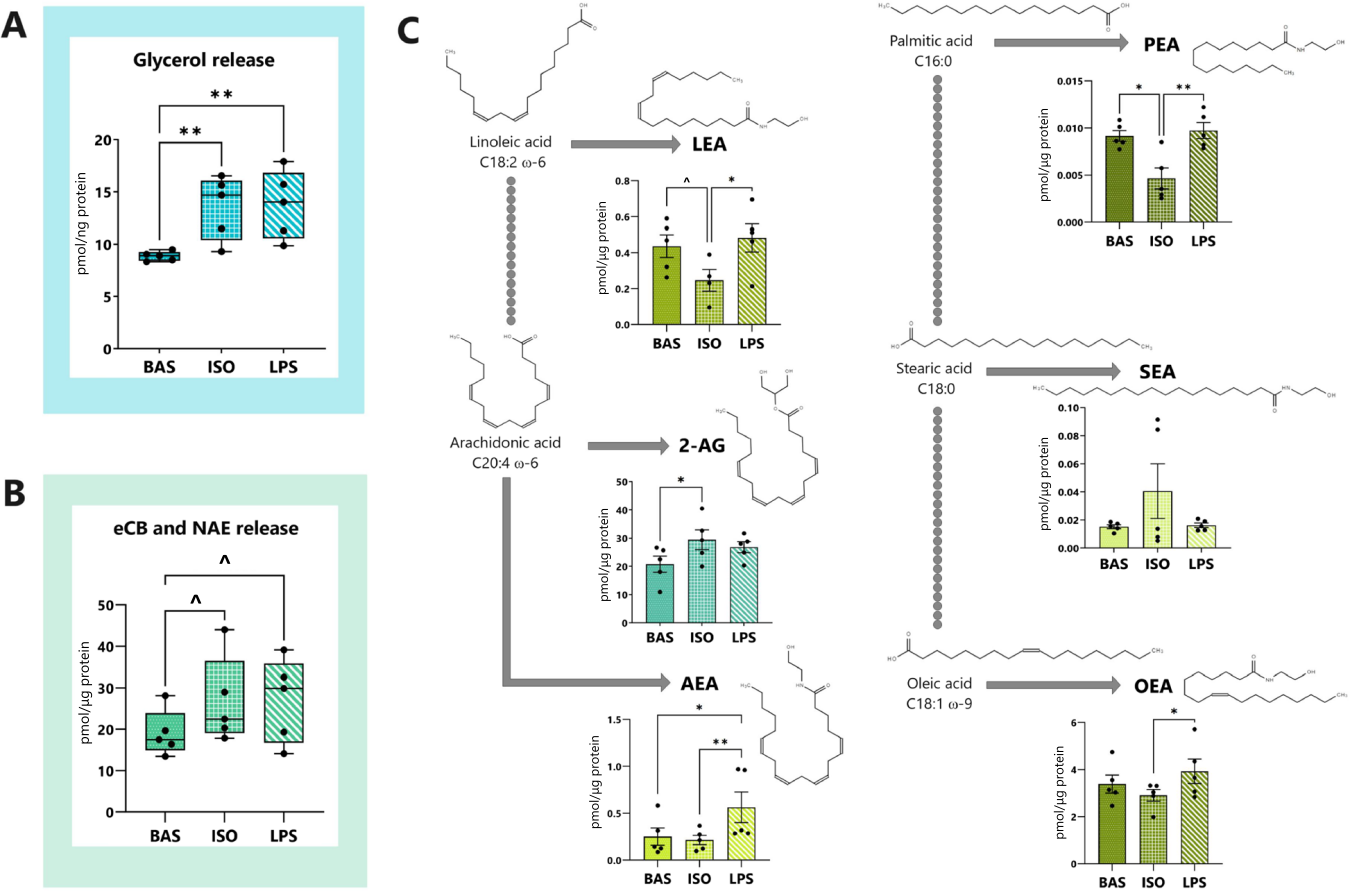
Lipolysis intensity and eCB abundance are modulated by canonical and inflammatory lipolysis pathways in dairy cows’ adipocytes. **A** Glycerol release (pmol/ng protein) by bovine adipocytes following 7 h of canonical (ISO, 1 µmol/L), and inflammatory (LPS, 1 µg/mL), and basal (BAS) lipolysis. **B** Total abundance of the endocannabinoids (eCBs), 2-arachidonylglycerol (2-AG) and *N-*arachidonoylethanolamide (AEA), and the *N*-acylethanolamines (NAEs), linolenoyl ethanolamide (LEA), oleoyl ethanolamide (OEA), stearoyl ethanolamide (SEA), and palmitoyl ethanolamide (PEA), released by adipocytes into the media following lipolytic challenge. Values reported in pmol/µg protein. **C** The influence of canonical and inflammatory lipolysis pathway activation on the release of 2-AG, AEA, LEA, OEA, PEA, and SEA by adipocytes into media. 2-AG is represented in teal and NAEs are shown in green. Values reported in pmol/µg protein. Asterisks indicate differences between groups (*P* < 0.1^, < 0.05*, < 0.01**) as determined by ANOVA and Tukey’s HSD; each dot represents an individual datapoint and error bars, SEM. *n* = 5

We then assessed the effects of targeted lipolysis pathway stimulation on the general trends in combined eCB and NAE biosynthesis and release by adipocytes (Fig. 2B). Relative to BAS, exposure to ISO (*P* < 0.09) or LPS (*P* < 0.08) tended to enhance adipocytes’ overall release of the 6 eCBs and NAEs quantified.

Next, we evaluated the impacts of canonical and inflammatory lipolysis pathway activation on adipocytes’ production of individual eCB and NAE (Fig. 2C). Relative to BAS, ISO enhanced the release of AA-derived 2-AG (29.4 ± 3.5 in ISO vs. 20.1 ± 2.9 in BAS; *P* < 0.05) but not AEA (0.22 ± 0.05 in ISO vs. 0.25 ± 0.09 in BAS; *P* > 0.1). AEA release was elevated in LPS-containing adipocyte media (0.56 ± 0.16) beyond BAS (*P* < 0.05) and ISO (*P* < 0.01) levels. Relative to BAS, ISO stifled adipocytes’ secretion of PEA (0.0046 ± 0.0016 in ISO vs. 0.0092 ± 0.0006 in BAS; *P* < 0.05) and tended to reduce LEA concentrations (0.25 ± 0.05 in ISO vs. 0.44 ± 0.06 in BAS; *P* < 0.1). ISO-treated adipocytes released less LEA (*P* < 0.05), OEA (3.39 ± 0.38; *P* < 0.05), and PEA (*P* < 0.01) relative to cells treated with LPS (0.48 ± 0.27 for LEA, 2.91 ± 0.25 for OEA, and 0.48 ± 0.27 for PEA in LPS). No differences were detected in SEA concentrations among treatment groups (*P* > 0.1).

### Adipocytes’ transcriptomic profiles are modulated by canonical and inflammatory lipolysis pathways

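Bulk RNA-seq libraries of cultured bovine adipocytes were compared after 7 h in serum-free medium alone (BAS), with 1 µmol/L isoproterenol (ISO), a beta-adrenergic agonist, or with 1 µg/mL lipopolysaccharide (LPS), a component of the outer membrane of Gram-negative bacteria. Each group held 3 libraries, 1 from each of the cows numbered 5, 6 and 8, so that every cow was present in each of the groups and the comparisons could be paired by cow. Libraries were made from polyadenylated RNA without strand information. The authors mapped the reads to the bovine assembly ARS-UCD1.2, counted them per gene and deposited FPKM, fragments scaled by gene length and library size, for 27570 genes. Because FPKM multiplied by gene length came in whole steps in every library, the number of fragments behind each value could be recovered, and 100% of the values gave whole fragments. Recovered fragments ranged from 10664848 to 21113013 with a median of 16467200 in BAS, from 13090645 to 16511855 with a median of 14267012 in ISO, and from 12924007 to 17055750 with a median of 15265447 in LPS. The paper's stated depth of 29 to 59 M reads is the range of the mapped reads in its Supplementary Table 1, while the values reported here rest on fragments assigned to genes. A gene with 3 fragments or fewer in a library was taken to be at the floor of detection, which corresponds to 0.137 to 0.260 fragments per M fragments of the library. Differential expression was tested with limma on log2(FPKM + 0.1) over the 16036 genes with an FPKM of at least 0.1 in at least 3 of the 9 libraries, and fold changes are on that scale, which understates the change of low genes. Genes were called differentially expressed at the paper's thresholds, a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change above 0.58. The fit was made without the cow as a block, because the paper's methods name none, and was repeated with it. Standard errors are from the fit without the block. They include the spread between cows, so they are not the error of differences within cows. Libraries of the same cow deviated together from their group means, with a mean correlation across genes of 0.393 for LPS and BAS, 0.433 for ISO and BAS, and 0.384 for LPS and ISO, where genes are not independent replicates. With 3 libraries against 3, the smallest p an exact two-sided permutation test can give is 0.10 when the pairing is ignored. The permutation tests reported here exchanged libraries without regard to cow, so they did not use the pairing. Normalized counts are recovered fragments divided by median-of-ratios size factors, which ran from 0.744 to 1.443.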

To assess transcriptional differences among BAS, ISO, and LPS, NGS bulk RNA-seq analyses were performed. PCA revealed clear separations between sample clusters among treatment groups (Fig. 3A). 

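In a principal component analysis of log2(FPKM + 0.1), with genes centred and not scaled, PC1 held 28.2% of the variance. Differences between cows made up 91.3% of the variance of PC1, and differences between treatments 7.81%. Over all components, cow accounted for 46.1% of the total variance and treatment for 23.3%. The 3 LPS libraries lay together on PC3, with scores from -45.52 to -35.59, apart from scores between 1.38 and 49.19 in BAS and ISO. The scores of BAS on PC3 ranged from 3.42 to 49.19 and overlapped those of ISO. The share of PC1 moved most when cow 6 was left out, to 47.1%.

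**Figure D1:**
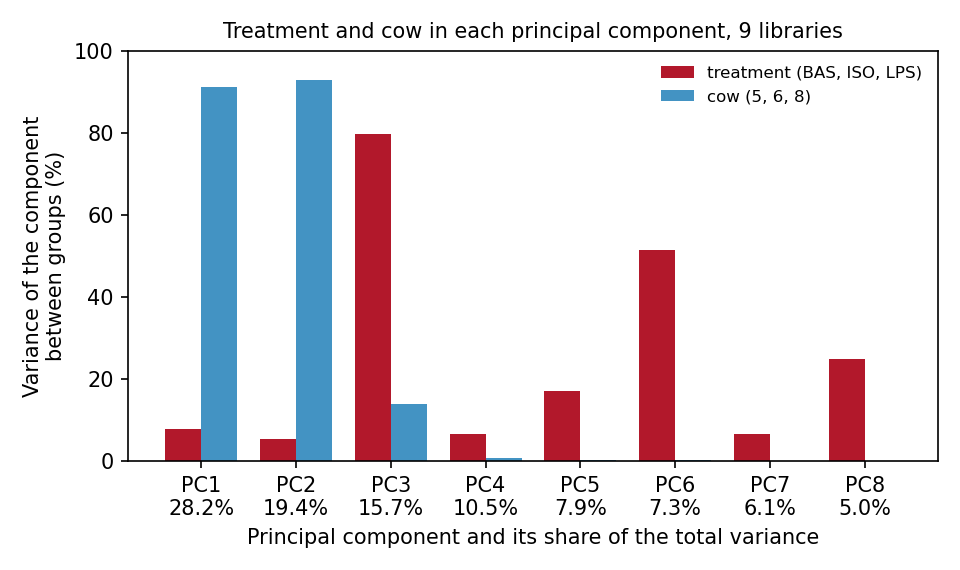
Bars give the percentage of each principal component's variance that lies between treatments (BAS, ISO and LPS) or between cows (5, 6 and 8), for the 9 libraries; the share of the total variance is printed under each component. Cow takes most of PC1 and PC2, and treatment takes 79.9% of PC3.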

PC2 accounted for 23.1% of sample variance, followed by PC3 at 18.5%, and PC5 at 4.3%. 

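In the deposited FPKM, PC2 held 19.4% of the variance, PC3 15.7% and PC5 7.90%. Treatment accounted for 5.47% of PC2, which followed the cows. Cow made up 14.1% of PC3. PC5 followed neither grouping closely, with 17.1% of its variance between treatments and 0.334% between cows, and the largest difference between BAS and ISO on it was in cow 8, with scores of -43.14 and 50.60. PC6, with 7.25% of the variance, had 51.4% between treatments.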

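Differentially expressed genes (DEG) were counted in LPS vs. ISO, LPS vs. BAS and ISO vs. BAS from the deposited FPKM with limma. Without the cow as a block, 2 DEG were found in LPS vs. ISO, 2 in LPS vs. BAS and 0 in ISO vs. BAS. At an unadjusted p under 0.05 these contrasts held 1077, 1346 and 176 genes. The 2 genes were the same in both LPS contrasts, bta-mir-146a and bta-mir-219-2. With the cow as a block, the counts were 254 in LPS vs. ISO, 466 in LPS vs. BAS and 0 in ISO vs. BAS, where 677 genes had an unadjusted p under 0.05. The alternative that moved the counts most among those read at the same thresholds was limma voom on the recovered fragments with the cow as a block, with 583, 900 and 0, where 718 genes had an unadjusted p under 0.05 in ISO vs. BAS.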

The greatest transcriptional differences were observed in LPS vs. ISO (1,901 DEGs), followed by LPS vs. BAS (619 DEG), and ISO vs. BAS (444 DEG) (Fig. 3B and C). Relative to ISO, exposure to LPS upregulated the expression of 787 genes and downregulated that of 1,114. 

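In LPS vs. ISO, both DEG of the fit without the block were higher in LPS and 0 were lower. The fit with the block placed 204 genes higher and 50 lower, and 235 of its 254 calls were also called by voom with the block. Among the genes with an unadjusted p under 0.05 in the fit without the block, 693 were higher and 384 lower in LPS. The interleukin 8 gene CXCL8 (ENSBTAG00000019716, chromosome 6, 88810418 to 88814572, forward strand of ARS-UCD1.2), a listed marker of the LPS response, had a log2 fold change of 4.01 (standard error 0.945, limma adjusted p = 0.259) and was higher in LPS in all 3 cows. Its adjusted p with the block was 0.0313, with a range of 0.00576 to 1 over the alternatives.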

Transcription of 170 genes was upregulated and 244, downregulated, in LPS compared to BAS. 

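Both DEG in LPS vs. BAS were microRNA genes with few fragments, higher in LPS. The gene bta-mir-146a (ENSBTAG00000029830) spans 99 bases on chromosome 7 from 72071548 to 72071646 and had 2, 8 and 3 fragments in the LPS libraries of cows 5, 6 and 8 and 0 in every BAS and ISO library (limma adjusted p = 0.0375, range over the alternatives 0.0113 to 0.187, higher in 3 of 3 cows). The gene bta-mir-219-2 (ENSBTAG00000046881) spans 63 bases on chromosome 23 from 7394820 to 7394882 and had 2 fragments in each LPS library and 0 in every BAS and ISO library, so that no fold is given (limma adjusted p = 0.00848, range 1.57e-05 to 0.278, higher in 3 of 3 cows). All its values lay under the floor of 3 fragments, so this call is not evidence of detection. Only cow 6 had bta-mir-146a above the floor in LPS. Of the 466 genes called with the block, 308 were higher and 158 lower in LPS, and 440 were shared with voom with the block. CXCL8 rose from 2.85 ± 1.98 FPKM in BAS to 48.7 ± 45.1 FPKM in LPS (SD, n = 3), a log2 fold change of 3.93 in the fit without the block. DRAM1 (ENSBTAG00000017287), chosen after its values were seen, varied less between cows, with 6.15 ± 0.314 FPKM in BAS and 12.7 ± 0.825 FPKM in LPS (SD, n = 3). Its log2 fold change was 1.03 (standard error 0.125, limma adjusted p = 0.0673 without the block and 0.0162 with it, range 0.000534 to 0.696, higher in 3 of 3 cows).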

Compared to BAS, ISO enhanced mRNA expression of 127 genes and reduced that of 317.

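Between ISO and BAS, the smallest adjusted p of any gene was 0.606 in the limma fit without the block and 0.835 with it. Of the 176 genes with an unadjusted p under 0.05 without the block, 65 were higher and 111 lower in ISO. Every fit that was read by adjusted p gave 0 genes, including those with each cow left out, where 125 to 178 genes had an unadjusted p under 0.05. The paper states that canonical and inflammatory lipolysis pathways alter the transcriptomic profiles of bovine adipocytes differently (Fig. 3).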

**Fig. 3:**
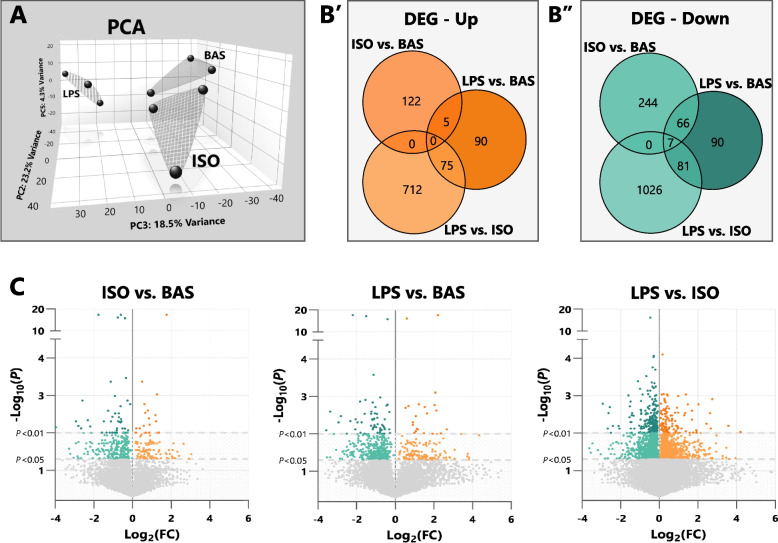
Canonical and inflammatory lipolysis pathways differentially alter the transcriptomic profiles of bovine adipocytes. Bovine adipocytes were exposed to isoproterenol (ISO; 1 µmol/L), lipopolysaccharide (LPS; 1 µg/mL), or untreated (BAS) for 7 h. Following, bulk RNA-seq analyses were performed (*n* = 3). **A** Principal component analysis (PCA) plot depicting sample clusters exhibiting similar gene expression patterns among treated adipocyte groups. **B** Venn diagrams depicting numbers of differentially expressed genes (DEG) and corresponding directional changes (B′, upregulated; B′′, downregulated) among comparison groups. **C** Volcano plots of differentially expressed genes among adipocyte samples

### Lipolysis pathways differentially modulate expression of eCB-synthesizing gene networks in bovine adipocytes

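Among the 160 tested genes of the endocannabinoid system (ECS), 12 had an unadjusted p under 0.05 in LPS vs. BAS (7 higher and 5 lower in LPS), 11 in LPS vs. ISO (7 higher and 4 lower) and 1 in ISO vs. BAS in the limma fit without the block. The latter was PLA2G1B, chosen after its values were seen, which had 7, 3 and 1 fragments in the BAS libraries of cows 5, 6 and 8 and 0, 1 and 0 in ISO (lower in 3 of 3 cows, limma adjusted p = 1). In this fit no ECS gene had an adjusted p of at most 0.05 over all tested genes. Adjusted over the ECS list alone, 2 genes passed in LPS vs. BAS, GPAT3 and PLA2G4A. PLA2G4A, also chosen after its values were seen, rose by a log2 fold change of 1.43 (standard error 0.257, limma adjusted p = 0.136 over all genes and 0.0403 over the list, higher in 3 of 3 cows). Its limma adjusted p with the cow as a block was 0.0285 over all genes and 0.0153 over the list. With the cow as a block, 46 genes had an unadjusted p under 0.05 in LPS vs. BAS (21 higher and 25 lower in LPS), 41 in LPS vs. ISO (23 higher and 18 lower) and 4 in ISO vs. BAS. The 4 genes in ISO vs. BAS, chosen after their values were seen, were HSPA5, PLCG1, CD36 and PLA2G1B. After adjustment with the block, 11, 6 and 0 genes had an adjusted p of at most 0.05 over the list, and 9, 5 and 0 over all tested genes. The 5 in LPS vs. ISO, also chosen after their values were seen, were PTGS2, GPAT3, MBOAT1 and PTPN13, higher in LPS, and PTPN21, lower. The 3 libraries of one group lay wholly above or below those of the other for 11.9% of the genes in LPS vs. BAS, 13.8% in LPS vs. ISO and 1.9% in ISO vs. BAS, where chance gives 10% for libraries that do not share cows; those here did share them.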

To establish the role of canonical and inflammatory lipolysis pathways on the transcriptional regulation of eCB biosynthesis, we evaluated adipocytes’ expression of key gene networks involved (Fig. 4A; reported as DESeq2-normalized gene counts ± SEM with significance set at *P* < 0.05 for differences and *P* < 0.1 for tendencies).

**Fig. 4:**
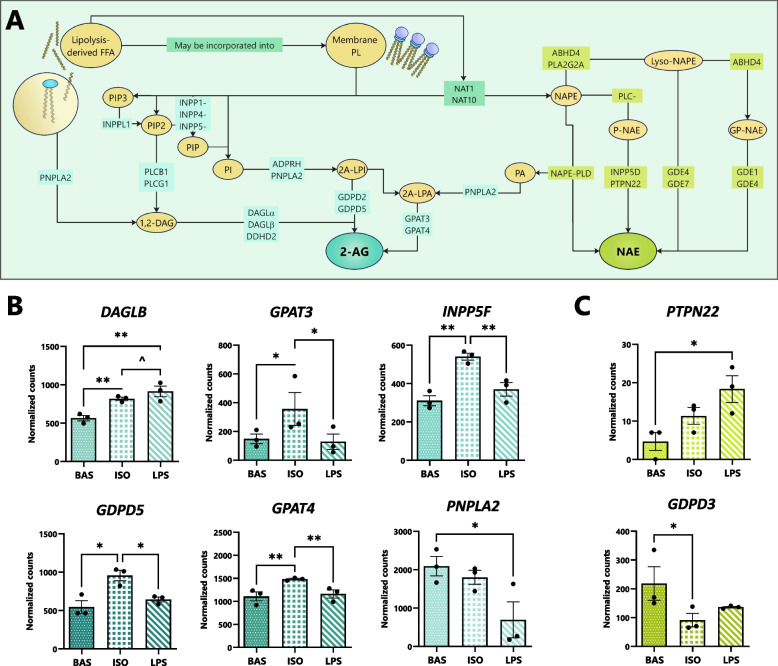
Lipolysis pathways alter the transcription of eCB- and NAE-synthesizing gene networks in bovine adipocytes. Bovine adipocytes were exposed to isoproterenol (ISO; 1 µmol/L), lipopolysaccharide (LPS; 1 µg/mL), or untreated (BAS) for 7 h. **A** Overview of eCB and NAE synthesis pathways and enzymatic catalysts which drive the reactions. **B** and **C** Bar graphs highlighting DESeq2-normalized gene counts associated with 2-AG biosynthesis and NAE biosynthesis in adipocytes. Asterisks denote differences in counts between groups (*P* < 0.1^, < 0.05*, < 0.01**) as determined by Student’s T and Fisher’s LSD. Each dot represents an individual datapoint and error bars, SEM. *n* = 3

#### 2-AG biosynthesis

As outlined in Fig. 4B, lipolysis pathways differentially regulated the expression of 2-AG-synthesizing genes. 

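Values of the 6 genes of Fig. 4B are given as FPKM (SD, n = 3). The gene GPAT3 had the largest change, between LPS and BAS. For DAGLB, GDPD5, GPAT4, INPP5F and PNPLA2, every log2 fold change among BAS, ISO and LPS lay between -0.14 and 0.04 in the limma fit without the block, and no adjusted p with the block was under 0.497.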

Relative to BAS, treatment with ISO or LPS upregulated adipocytes’ transcription of *DAGLB*, and the gene’s expression tended to be greater in LPS than in ISO. 

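DAGLB (ENSBTAG00000009236, chromosome 25, 38297751 to 38321662, reverse strand), which encodes a diacylglycerol lipase, was measured at 11.3 ± 2.76 FPKM in BAS, 11.2 ± 2.49 FPKM in ISO and 11.3 ± 2.37 FPKM in LPS (SD, n = 3). Its log2 fold change was -0.01 in ISO vs. BAS, 0.01 in LPS vs. BAS and 0.02 in LPS vs. ISO. The standard error of 0.235 for each is from the fit without the block and includes the spread between cows. In cows 5, 6 and 8 DAGLB had 9.60, 9.75 and 14.5 FPKM in BAS and 9.07, 10.6 and 13.9 FPKM in ISO. In LPS it had 9.24, 10.8 and 13.9 FPKM, so differences within cows were small beside the range over the cows. The sign of each of these log2 fold changes changed under at least 1 alternative, among them rescaling to TPM, transcript abundance with an equal sum in each library, which gave -0.06 for LPS vs. BAS and -0.03 for LPS vs. ISO. In 2 of 3 cows DAGLB was lower in ISO than in BAS.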

Upon exposure to ISO, the expression of several 2-AG synthesizing genes was upregulated versus BAS and LPS, including *GDPD5*, *GPAT3*, *GPAT4*, and *INPP5F.* The presence of LPS reduced adipocytes’ expression of the ATGL-encoding gene, *PNPLA2*, relative to BAS.

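GDPD5 (ENSBTAG00000031777, chromosome 15, 54615540 to 54706765) had 11.2 ± 3.42 FPKM in BAS, 11.0 ± 3.37 FPKM in ISO and 9.90 ± 1.65 FPKM in LPS (SD, n = 3), and its log2 fold change was -0.03 in ISO vs. BAS and -0.12 in LPS vs. ISO. GPAT3 (ENSBTAG00000017592, chromosome 6, 98289617 to 98360326) had 2.44 ± 0.417 FPKM in BAS, 2.83 ± 0.219 FPKM in ISO and 8.89 ± 4.58 FPKM in LPS (SD, n = 3). Its log2 fold change was 0.22 in ISO vs. BAS, with ISO higher in 3 of 3 cows, and 1.51 in LPS vs. ISO (standard error 0.322, limma adjusted p = 0.216), with LPS higher in 3 of 3 cows. With the cow as a block that adjusted p was 0.0345, with a range of 0.00288 to 0.92 over the alternatives. In LPS vs. BAS the log2 fold change of GPAT3 was 1.72 (limma adjusted p = 0.14 without the block and 0.0188 with it, range 0.000912 to 0.722), with LPS higher in 3 of 3 cows, and it stayed between 1.43 and 1.94 when each cow was left out. GPAT4 (ENSBTAG00000005730, chromosome 27) differed by less than 1 FPKM between the group means, at 31.5 ± 0.468 FPKM in BAS, 32.0 ± 0.860 FPKM in ISO and 32.1 ± 1.64 FPKM in LPS (SD, n = 3). INPP5F (ENSBTAG00000021801, chromosome 26) had 5.92 ± 0.839, 6.12 ± 1.000 and 5.59 ± 0.804 FPKM in BAS, ISO and LPS (SD, n = 3), and was lower in LPS than in ISO in 3 of 3 cows with a log2 fold change of -0.13. PNPLA2 (ENSBTAG00000005144, chromosome 29, 50548324 to 50553197) had 39.1 ± 5.05 FPKM in BAS and 37.8 ± 10.5 FPKM in LPS (SD, n = 3), a log2 fold change of -0.08 that became 0.04 without cow 8. PNPLA2 was lower in LPS in 2 of 3 cows.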

#### NAE biosynthesis

Next, we evaluated the expression of NAE-synthesizing enzymes (Fig. 4C). Compared to BAS and ISO, *PTPN22* expression was enhanced by LPS. 

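PTPN22 (ENSBTAG00000019617, chromosome 3, 29519988 to 29575960, forward strand) was covered by few fragments. In the libraries of cows 5, 6 and 8 it had 7, 13 and 12 fragments in BAS, 7, 14 and 19 in ISO, and 0, 7 and 24 in LPS. The log2 fold change was -0.45 in LPS vs. BAS and -0.71 in LPS vs. ISO (standard error 0.724 for both). PTPN22 was higher in LPS in 1 of 3 cows, cow 8, in both contrasts. The difference was not detectable at this depth and spread.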

Exposure to ISO reduced the number of *GDPD3* transcripts relative to BAS.

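GDPD3 (ENSBTAG00000016155, chromosome 25, 26186549 to 26191906, forward strand) had 11.5 ± 3.45 FPKM in BAS, 9.48 ± 1.81 FPKM in ISO and 7.72 ± 3.49 FPKM in LPS (SD, n = 3). In ISO vs. BAS, GDPD3 was lower in 3 of 3 cows, with a log2 fold change of -0.25 (standard error 0.366, two-sided exact permutation test p = 0.4). In LPS vs. BAS it was also lower in 3 of 3 cows, with a log2 fold change of -0.64 (limma adjusted p = 0.722, and 0.0764 with the block, range 0.0344 to 1 over the alternatives).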

### Canonical and inflammatory lipolysis differentially regulate the transcription of eCB-degrading enzymes

Next, we compared the effects of BAS, ISO, and LPS on adipocytes’ expression of oxidizing and hydrolyzing enzymes (Fig. 5). Compared to BAS and ISO, LPS promoted the transcription of the hydrolyzing enzyme *MGLL* and oxidizing *PTGS2* and *CYP27B1.* Expression of *ALOX12* was reduced in ISO relative to BAS and LPS, however, its transcription was comparable amongst the latter treatments.

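MGLL (ENSBTAG00000018248, chromosome 22, 59639050 to 59826846) had 0.661 ± 0.384 FPKM in BAS, 0.890 ± 0.533 FPKM in ISO and 1.02 ± 0.276 FPKM in LPS (SD, n = 3). Its log2 fold change was 0.68 in LPS vs. BAS (standard error 0.539, higher in 3 of 3 cows) and 0.27 in LPS vs. ISO (higher in 2 of 3 cows). PTGS2 (ENSBTAG00000014127, chromosome 16, 67728006 to 67735629), which encodes cyclooxygenase-2, had 13.7 ± 13.0 FPKM in BAS, 15.4 ± 18.7 FPKM in ISO and 217 ± 200 FPKM in LPS (SD, n = 3). Every LPS library was above every BAS and ISO library (two-sided exact permutation test without pairing, p = 0.1 for both, the smallest p that this test can give). The log2 fold change of PTGS2 was 4.09 in LPS vs. BAS (standard error 1.11, limma adjusted p = 0.284 without the block and 0.0291 with it, range 0.00612 to 1 over the alternatives) and 4.25 in LPS vs. ISO (adjusted p = 0.321 without and 0.0389 with the block, range 0.0109 to 1). CYP27B1 (ENSBTAG00000016906, chromosome 5, 55698030 to 55704141) had 65, 4 and 5 fragments in the BAS libraries of cows 5, 6 and 8, 19, 11 and 16 in their ISO libraries, and 89, 198 and 14 in their LPS libraries. It was higher in LPS than in BAS in 3 of 3 cows, with a log2 fold change of 2.06 (standard error 0.915, limma adjusted p = 0.599 without the block, 0.192 with it and 0.0528 with voom and the block, range 0.0528 to 1 over the alternatives). It was higher than in ISO in 2 of 3 cows, with a log2 fold change of 1.82 (adjusted p = 0.83 without the block, 0.294 with it and 0.0548 with voom and the block, range 0.0548 to 1). The rise was largest in cow 6 in both contrasts, and in cow 8 LPS was below ISO. Adjusted over the ECS list, voom with the block gave CYP27B1 0.0324 in LPS vs. BAS and 0.0296 in LPS vs. ISO, against 0.572 and 0.595 in the limma fit without the block. The gene shares 1607 bases with EEF1AKMT3 on the opposite strand, and the libraries carry no strand information, so its value is uncertain. ALOX12 (ENSBTAG00000021933, chromosome 19, 26787284 to 26800417) had 1.82 ± 0.475 FPKM in BAS, 1.39 ± 0.533 FPKM in ISO and 2.14 ± 0.0857 FPKM in LPS (SD, n = 3). It was lower in ISO than in BAS in 3 of 3 cows, with a log2 fold change of -0.40 (standard error 0.319), and higher in LPS than in ISO in 3 of 3 cows, with a log2 fold change of 0.65 (limma adjusted p = 0.818).

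**Figure D2:**
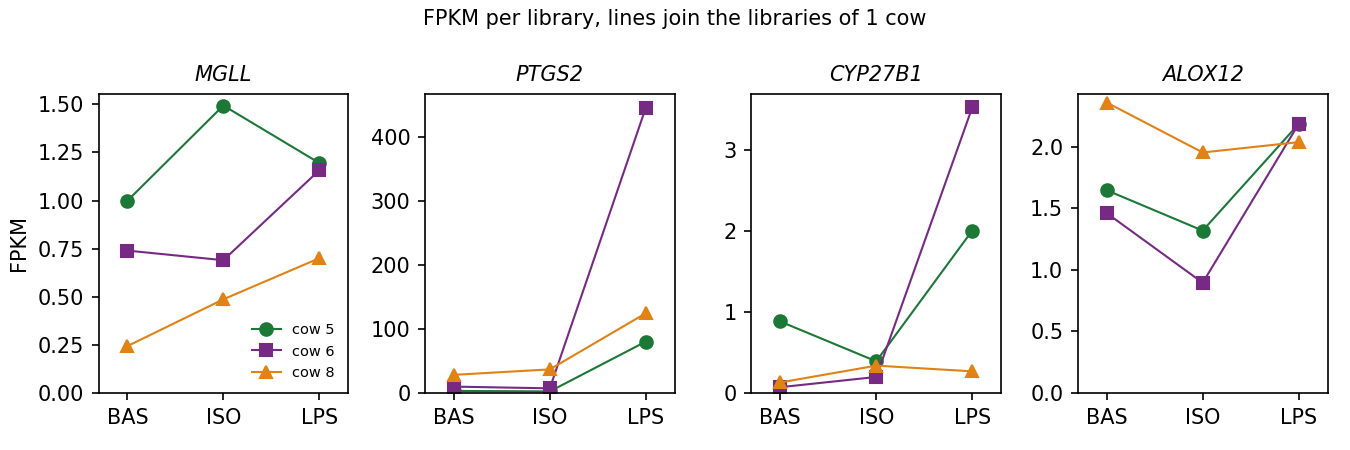
FPKM of MGLL, PTGS2, CYP27B1 and ALOX12 in each BAS, ISO and LPS library, with lines joining the libraries of cows 5, 6 and 8 and axes starting at 0. PTGS2 in LPS ranges from 80.2 FPKM in cow 5 to 445.8 FPKM in cow 6, above all BAS and ISO libraries.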

**Fig. 5:**
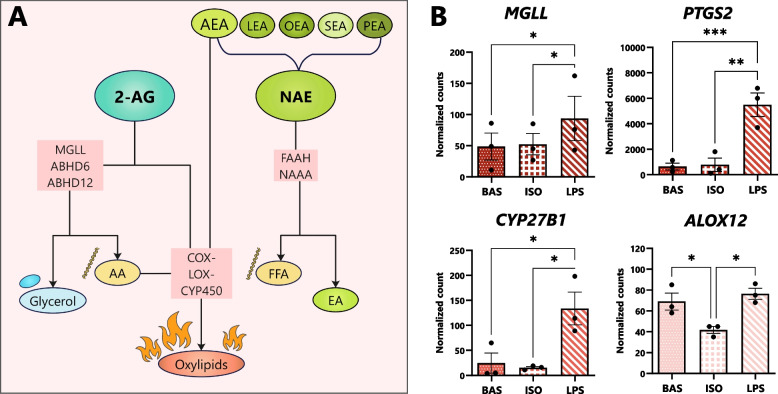
mRNA expression of eCB-degrading enzymes is modulated by lipolysis pathways in dairy cows’ adipocytes. Bovine adipocytes were exposed to isoproterenol (ISO; 1 µmol/L), lipopolysaccharide (LPS; 1 µg/mL), or untreated (BAS) for 7 h. **A** Overview of eCB and NAE degradation pathways depicting hydrolytic and oxidative enzymes involved. **B** Bar graphs depicting DESeq2-normalized gene counts in cows’ adipocytes following 7 h of exposure to BAS, ISO, and LPS. Asterisks denote differences between groups (*P* < 0.05*, < 0.01**, < 0.001***) as determined by Student’s T and Fisher’s LSD of counts; dots represent individual datapoints and error bars, SEM. *n* = 3

### Transporters of endocannabinoids and free fatty acids are differentially expressed upon canonical and inflammatory lipolysis

The expression of genes involved in the transport of FFA, eCBs, and NAEs were then assessed (Fig. 6). Expression of *FABP3* was greater in LPS than in ISO and adipocytes exposed to either treatment exhibited elevated levels over BAS. 

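FABP3 (ENSBTAG00000016819, chromosome 2, 122285620 to 122294666, forward strand) differed more between cows than between treatments. Its FPKM in cows 5, 6 and 8 was 4.35, 17.2 and 30.7 in BAS, 4.17, 17.1 and 39.1 in ISO, and 4.01, 13.4 and 30.6 in LPS. For FABP3 the log2 fold change was 0.09 in ISO vs. BAS, -0.16 in LPS vs. BAS and -0.25 in LPS vs. ISO (standard error 1.02 for each). That standard error includes the spread between cows. LPS was lower than BAS and lower than ISO in 3 of 3 cows.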

The transcription of *FABP7* was elevated in ISO and LPS over BAS but its transcription did not differ between ISO and LPS. 

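FABP7 (ENSBTAG00000033803, chromosome 9, 28476062 to 28479847, reverse strand) had 25, 72 and 46 fragments in the BAS libraries of cows 5, 6 and 8, 8, 70 and 56 in ISO, and 12, 64 and 73 in LPS. The log2 fold change was -0.33 in ISO vs. BAS, with ISO lower in 3 of 3 cows. This value came mostly from cow 5, where FPKM fell from 1.401 to 0.6782. In cow 6 it went from 5.245 to 5.178 and in cow 8 from 4.906 to 4.869. In LPS vs. BAS the value for FABP7 was -0.08 and became 0.14 with voom. The standard error of 0.892 exceeded these log2 fold changes, but it is from the fit without the block and includes the spread between cows.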

Adipocytes treated with ISO displayed the greatest transcription of CD36 amongst treatment groups, and counts of the gene did not differ between LPS and BAS. 

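CD36 (ENSBTAG00000017866, chromosome 4, 40380301 to 40443336, reverse strand) had 10, 45 and 1 fragments in the BAS libraries of cows 5, 6 and 8, 24, 68 and 11 in ISO, and 17, 40 and 17 in LPS. It was higher in ISO than in BAS in 3 of 3 cows, with a log2 fold change of 1.01 (standard error 0.738, limma adjusted p = 1 without the block and 0.981 with it, range 0.965 to 1 over the alternatives). In LPS vs. ISO the log2 fold change of CD36 was -0.21, with LPS lower in 2 of 3 cows, and in LPS vs. BAS it was 0.80. The level was low, at 0.516 ± 0.408 FPKM in ISO (SD, n = 3).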

Exposure to LPS enhanced adipocytes’ expression of *HSP1A1* and *SCP2* compared to BAS and ISO.

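HSPA1A, printed HSP1A1 in the text (ENSBTAG00000025441, chromosome 23, 27520317 to 27522790, reverse strand), had 255 ± 69.3 FPKM in BAS, 228 ± 36.7 FPKM in ISO and 281 ± 53.1 FPKM in LPS (SD, n = 3). It was higher in LPS than in ISO in 3 of 3 cows, with a log2 fold change of 0.29 (standard error 0.232, two-sided exact permutation test p = 0.3). Its limma adjusted p in LPS vs. ISO was 1 without the block, 0.105 with the block and 0.0386 with voom and the block, with a range of 0.0386 to 1 over the alternatives. HSPA1A was higher in LPS than in BAS in 2 of 3 cows, with a log2 fold change of 0.16. HSPA1A belongs to a family of similar genes, among which the authors' counting could have split fragments, so its level is uncertain. SCP2 (ENSBTAG00000003746, chromosome 3, 93275045 to 93393567, reverse strand) had 39.9 ± 11.2 FPKM in BAS, 43.0 ± 13.0 FPKM in ISO and 39.8 ± 8.24 FPKM in LPS (SD, n = 3). For SCP2 the log2 fold change was 0.01 in LPS vs. BAS and -0.09 in LPS vs. ISO (standard error 0.279 for both), and the first became -0.05 on TPM rescaling. The standard error of SCP2 includes the spread between cows.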

**Fig. 6:**
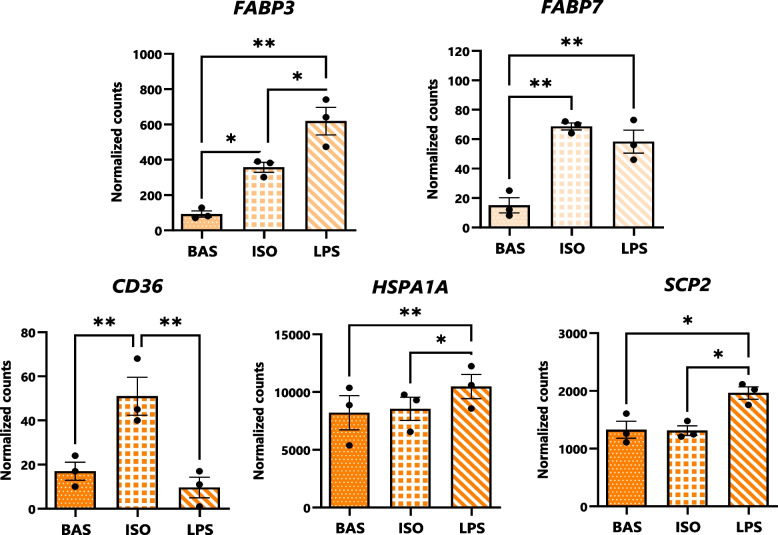
Transcription of FFA-, eCB-, and NAE-transporting genes is altered in dairy cows’ adipocytes upon induction of lipolysis. Bar graphs of DESeq2-normalized gene counts expressed by cultured bovine adipocytes (as determined by bulk RNA-seq analysis) following 7 h of exposure to BAS (untreated), isoproterenol (ISO; 1 µmol/L), and lipopolysaccharide (LPS; 1 µg/mL). Asterisks denote differences between groups (*P* < 0.05*, *P* < 0.01**) as determined by Student’s T and Fisher’s LSD of counts. Dots represent individual datapoints and error bars, SEM. *n* = 3

### ECS receptors, ion channels, and transcription factors are differentially expressed upon stimulation of lipolysis

Next, we assessed transcriptional differences among gene networks associated with the receptors, ion channels, and transcription factors with which eCBs interact (Fig. 7). 

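PPARG (ENSBTAG00000001333, chromosome 22, 56709248 to 56835386, reverse strand) encodes a nuclear receptor of adipocytes and was covered by few fragments. It also overlaps bta-mir-2373 over 78 bases. Cows 5, 6 and 8 had 6, 47 and 5 fragments of PPARG in BAS, 7, 32 and 10 in ISO, and 14, 28 and 2 in LPS. The log2 fold change was 0.10 in ISO vs. BAS and -0.15 in LPS vs. ISO (standard error 0.728 for both). Leaving out cow 8 gave -0.04 and 0.26 for these contrasts, so neither sign was stable. The sign in ISO vs. BAS also changed with every library kept, at a pseudocount of 1.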

Exposure to ISO enhanced adipocytes’ expression of *PPARG* relative to BAS and LPS. Expression of *TRPV3* was elevated in LPS relative to BAS and ISO. 

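TRPV3 (ENSBTAG00000000020, chromosome 19, 24239065 to 24273712, reverse strand) was detected above 3 fragments in cow 8 alone. The libraries of cow 8 had 12 fragments in BAS, 11 in ISO and 14 in LPS, and those of cows 5 and 6 had 0 apart from 2 fragments in the BAS library of cow 6. For TRPV3 the log2 fold change was -0.12 in LPS vs. BAS and 0.04 in LPS vs. ISO (standard error 0.611 for both), and no difference between treatments was detectable at this depth.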

Transcription of the calcium ion channel-encoding gene, *CACNA1C*, was downregulated in ISO relative to BAS, and its expression tended to be higher in LPS than BAS.

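CACNA1C (ENSBTAG00000010660, chromosome 5, 108446722 to 108792612, forward strand) had 1.50 ± 1.39 FPKM in BAS, 1.16 ± 0.771 FPKM in ISO and 1.06 ± 0.810 FPKM in LPS (SD, n = 3). Within BAS, its FPKM ran from 0.202 in cow 6 to 2.97 in cow 8. The log2 fold change was -0.04 in ISO vs. BAS, with ISO lower in 2 of 3 cows, and -0.21 in LPS vs. BAS, with LPS lower in 2 of 3 cows (standard error 0.941 for both). This spread between cows is part of the standard error. With voom, the log2 fold change of CACNA1C in ISO vs. BAS was 0.08.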

**Fig. 7:**
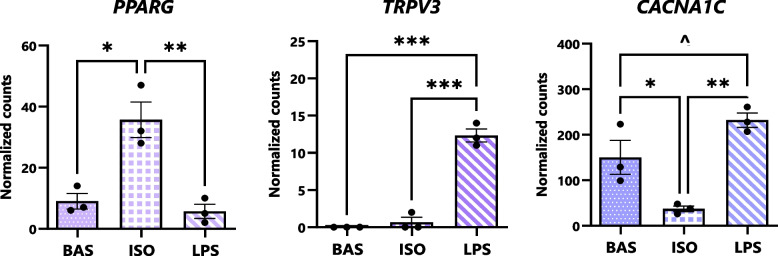
Expression of eCB- and NAE-interacting receptors, ion channels, and transcription factors differ upon stimulation of canonical and inflammatory lipolysis pathways. Bar graphs highlighting DESeq2-normalized gene counts expressed by bovine adipocytes following exposure to isoproterenol (ISO; 1 µmol/L), lipopolysaccharide (LPS; 1 µg/mL), or untreated (BAS) for 7 h. Asterisks denote differences between groups (*P* < 0.1^, < 0.05*, < 0.01**, < 0.001***) as determined by Student’s T and Fisher’s LSD of counts. Dots represent individual datapoints and error bars, SEM. *n* = 3

## Discussion

In mammals, the ECS is a potent modulator of metabolic and inflammatory processes which is widely distributed throughout organ systems, including the AT of dairy cows [13, 16, 18]. While drastic shifts in eCB and NAE concentrations and ECS component expression occur within the AT and plasma of PP dairy cows, the factors which drive these changes and their physiologic implications remain largely unknown [13, 18, 49]. Previous studies in rodents and humans have revealed that eCBs are produced within AT and modulate adipocyte FFA mobilization by way of ECS receptor signaling [50]. The present study demonstrates for the first time, however, that lipolysis pathways selectively enhance adipocytes’ production of specific eCBs, which may have significant implications for metabolic and inflammatory responses in PP dairy cows. Through lipidomic and transcriptomic analyses, we identified several enriched pathways and connections between lipolysis pathways and eCB biosynthesis, degradation, transport, and ECS signaling in dairy cows’ adipocytes.

### Stimulation of lipolysis pathways enhances arachidonic acid-based endocannabinoid production by adipocytes

Our data confirmed that, in bovine adipocytes, lipolysis upregulates the overall production of eCBs and NAEs however, the abundances and profiles of each are dependent upon which lipolysis pathway is activated (Fig. 2) [11, 18]. Previous studies have demonstrated strong associations between eCB and NAE concentrations and the abundance of FFA substrates in the diet and plasma, suggesting that precursor availability may play a role in their biosynthesis [51–53]. However, the role of lipolysis on eCB and NAE production had not been previously explored. Our data reveals a link exists between stimulation of lipolysis and the biosynthesis and release of 2-AG and AEA by adipocytes.

Our results indicate that adipocytes’ production of 2-AG is augmented following the stimulation of canonical but not inflammatory lipolysis (Fig. 2). Given the compound’s known involvement in the upregulation of feed intake, nutrient utilization, and regulation of lipolysis, enhanced levels of 2-AG may serve as a mechanism to counter negative energy balance and AT inflammation in near-calving cows, although much remains unknown in this regard [13, 54]. In contrast, our data demonstrate that the biosynthesis and release of AEA are enhanced following inflammatory—but not canonical—lipolysis. Previous studies established that immune cells biosynthesize and secrete AEA in response to LPS; however, the present study’s results are the first to evidence that a similar response is observed among adipocyte populations [55, 56]. These observations align with findings in human macrophages by Melis et al., who not only reported a similar increase in the release of AEA upon LPS exposure, but also proposed that, in additional to availability of precursor FFA (LA and AA), the production of AEA relies upon the degree of inflammation in the extracellular environment [57]. Taken together, these results suggest that the presence of LPS upregulates AEA production. Importantly, AEA concentrations may play a role in regulating the onset and chronic inflammation in AT [58], warranting further investigation into adipocytes’ capacity to synthesize and secrete the molecule, especially in cows with endotoxemia or septicemia.

As previous studies in human subjects have demonstrated that NAE abundances are reflective of precursor FFA profiles, we anticipated that induction of lipolytic pathways would enhance adipocytes’ production of NAEs [51]. However, the results of our study indicate that, in dairy cows’ adipocytes, production and release of LEA, OEA and PEA differ in a lipolysis pathway-specific manner. While beyond the scope of the present study, several conditions may alter the availability of FFA precursors for the biosynthesis of eCBs and NAEs in cows’ adipocytes and should be further explored. For example, in the AT of PP cows undergoing extensive remodeling or inflammation, adipocytes contain altered glycerolipid, glycerophospholipid, glycosphingolipid, and sterol lipid profiles whose acyl chains may serve as substrates for eCB and NAE synthesis [3, 59, 60]. In addition, lipid contents vary widely between differentiating and mature adipocytes and amongst AT depots in rodent and human models [61]. Adding to the complexity of the ECS landscape in AT, certain FFA may be preferentially incorporated into adipocytes’ membrane PL, thus, altering their availability [62]. While presently unknown, future studies should trace FFA released during lipolysis and evaluate their metabolism into eCBs and NAEs. The present findings underscore the complexity of networks which govern eCB and NAE production and release and emphasize the need to characterize the involvement of additional regulatory mechanisms, such as transcription of key genes, in addition to post-translational modifications, which may account for altered activities of these enzymes.

### Canonical and inflammatory lipolysis pathways differentially upregulate the transcription of endocannabinoid synthesizing networks in adipocytes

The transcriptional patterns observed in adipocytes provide novel insight on how canonical and inflammatory lipolysis pathways regulate eCB and NAE profiles in bovine AT (Fig. 4). Corresponding with upregulations in 2-AG release, our data indicates that canonical lipolysis upregulates adipocytes’ expression of key genes associated with the biosynthesis of 2-AG, including *GDPD5* and *GPAT4*, which convert lysophospholipids (2-acyl lysophosphatidic acid and 2-acyl lysophosphatidylinositol) directly into 2-AG, and *INPP5F,* which cleaves phosphatidylinositol 4,5-bisphosphate to free phosphatidylinositol, an intermediate substrate, within the cell membrane [63, 64]. Interestingly, expression of the 2-AG biosynthesizing (and key lipase-encoding) enzyme, *PNPLA2*, was downregulated upon LPS exposure, suggesting bovine adipocytes may exhibit a reduced capacity to synthesize the metabolically active compound 2-AG during endotoxemia.

The results of our present experiments indicate that, in bovine adipocytes, the production of AEA is upregulated in LPS (Fig. 4). At the transcriptional level, adipocytes’ expression of *PTPN22*, which cleaves phospho-AEA to AEA, is upregulated upon exposure to LPS [55]. The distinct shifts in AA-derived eCB release coupled with correspondent changes in transcription presently reported may suggest that, during inflammatory lipolysis, AA is preferentially diverted toward AEA and away from 2-AG biosynthesis. In rodent models, AEA limits TLR-4-mediated release of inflammatory cytokines by immune cells, including TNFα, nitric oxide, IL-1β, and prostaglandins, highlighting the molecule’s capacity to attenuate inflammation [65–67]. While AEA’s anti-inflammatory effects are primarily attributed to its binding and activation of CB2R, its biosynthesis may, in addition, directly limit the amount of free AA available for conversion into pro-inflammatory mediators [8, 68]. Such effects may be particularly beneficial in cows challenged with endotoxemia, wherein AT inflammation may otherwise contribute to dysregulation of lipolysis and predispose cows to disease in subsequent lactations [69, 70].

### Lipolysis pathways modify endocannabinoid-degrading enzyme expression and inflammatory markers in adipocytes

Under inflammatory conditions, eCBs may be rapidly oxidized by COX, LOX, CYP450, or hydrolyzed by MGLL in AT. Importantly, byproducts of eCB oxidation include the bioactive lipid-based mediators of inflammation known as oxylipids, which are associated with increased disease risk in dairy cows [71]. While the affinities of specific enzymes for eCB substrates remain unknown, COX have been shown to display high affinities for AA-based substances [68]. The present results indicate that, when adipocytes are exposed to LPS, their transcription of *PTGS2* (COX-2) and *CYP27B1* are elevated, despite 2-AG levels remaining comparable to basal conditions and AEA release being enhanced (Fig. 5). While the degradation of eCBs may result in the production of pro-inflammatory compounds, the direct implications of lipolysis pathway activation on eCB degradation and oxylipid biosynthesis remain undefined and should be further evaluated through silencing of degradative genes and targeted lipidomic analyses. Additionally, the results of our study indicate that canonical lipolysis does not upregulate adipocytes’ transcription of NAE-degrading enzymes. Collectively, these findings suggest that lower NAE abundances in adipocytes’ extracellular environments during canonical lipolysis may be due to reductions in the compounds’ biosynthesis or transport under these conditions rather than their oxidation or hydrolysis.

### Canonical and inflammatory lipolysis regulate the expression of free fatty acid and endocannabinoid transporters

During lipolysis in PP cows’ AT, FFA are preferentially exported out of the cell, into circulating blood, and partitioned to the mammary gland for milk synthesis [3, 72]. This process is facilitated by the activity of FFA transporters, which may also bind and transport eCBs and NAEs. Known transporters of both FFA and eCBs include fatty acid translocase (CD36), fatty acid-binding proteins (FABP3 and FABP7), heat-shock proteins (Hsp-90), solute carriers (SLC27), and sterol carrier protein-2 (SCP2) [73–75]. Binding of FFA precursors to carrier proteins may alter their availability for eCB or NAE biosynthesis, and the susceptibility of the compounds to oxidative or hydrolytic degradation. The present study revealed that, during canonical and inflammatory lipolysis, adipocytes’ transcription of *FABP3* and *FABP7*, which are associated with the intracellular transport of lipids, are enhanced (Fig. 6). Upon adrenergic stimulation, adipocytes’ transcription of *CD36* is upregulated, corresponding with heightened release of 2-AG. Coinciding with elevations in AEA abundance; however, inflammatory lipolysis upregulates the transcription of *HSP1A1* and *SCP2*, providing further mechanistic evidence for the connection between AT inflammation and adipocytes’ release of AEA. At present, the specificities of certain FFA, eCB, and NAE transporters for various substrates are unknown, however, these proteins may play key roles in the modulation of AT ECS activation and should be further investigated in future studies.

### Canonical and inflammatory lipolysis pathways differentially modulate the expression of endocannabinoid system receptors in bovine adipocytes

In the present study, adipocytes’ expression of *PPARG*—known as the master regulator of adipogenesis—was elevated during canonical, but not inflammatory, lipolysis (Fig. 7). This finding underscores that, within the AT of otherwise healthy cows in negative energy balance, excessive FFA mobilization may be offset through the upregulation of adipogenesis and structural remodeling of AT [3]. In contrast, the AT of transition cows challenged with bacterial infections may exhibit a reduced capacity for adipogenesis and lipogenesis, contributing to the ectopic accumulation of FFA in AT, the blood, and the liver and progression of metabolic diseases in these animals [76]. Furthermore, our data revealed that LPS upregulates the transcription of the transient receptor potential channel, *TRPV3*, in adipocytes. This receptor, whose stimulation is associated with Ca^2+^ influx and suppression of adipogenesis, may contribute to dysregulated lipolysis and inflammation—particularly in the AT of cows afflicted with endotoxemia or septicemia [77]. These observations, largely centered around the regulation of adipogenesis, emphasize ECS receptors’ potential as therapeutic targets for PP cow health and frame the need to advance knowledge in this area.

### Limitations and additional considerations

While the present study elucidated the roles of lipolysis pathways in adipocytes’ biosynthesis and release of eCBs, this model does not mimic the AT environment in vivo. Several AT components–such as nerve fibers, immune cells, and non-adipocyte-derived hormones (e.g., insulin and norepinephrine)–may influence ECS signaling, adipocyte lipolysis, and eCB concentrations in cows’ AT [13]. For example, CB1R activation on peripheral sympathetic nerves has been shown to inhibit their release of norepinephrine, which may modulate the intensity of lipolysis exhibited by adipocytes [78]. In addition, treatment of adipocytes with ISO, a pan-β-AR agonist, does not permit the isolation of effects of specific β-AR isoforms on eCB production. Therefore, to fully elucidate the involvement of β-AR in eCB synthesis and transcriptional regulation in adipocytes, future studies should consider targeted activation of β1-, β2-, and β3-AR with selective agonists. On the other hand, LPS may regulate eCB concentrations and ECS signaling within AT independent of lipolysis. For instance, exposure of AT resident immune cells (such as macrophages) to LPS is known to modulate their secretion of eCBs [79]. While beyond the scope of the present study, the complex interplay between adipocytes, other cell types, and inflammation within cows’ AT on the modulation of ECS signaling warrants further investigation.

## Conclusions

The results of the present study indicate that lipolysis modulates eCB production and release by dairy cows’ adipocytes. Importantly, the profile of eCBs and NAEs released by adipocytes differs in a lipolysis pathway-dependent manner, with canonical lipolysis enhancing 2-AG but reducing LEA and PEA production, and inflammatory lipolysis promoting AEA biosynthesis. Collectively, our findings suggest that negative energy balance (e.g., the PP period, heat stress) and inflammatory conditions (e.g., endotoxemia, septicemia) may alter adipocytes’ transcription of genes associated with eCB and NAE biosynthesis, degradation, transport, and receptor interactions. The regulation of eCB production and ECS signaling by adipocytes may serve as an intrinsic mechanism to counter intense lipolysis and inflammation, holding potential implications for the health and productivity of dairy cows.

### Supplementary Information

**Additional file 1: Supplementary Table 1.** Summary of bulk RNA-seq read counts in bovine adipocytes.

**Additional file 2: Supplementary Fig. 1.** Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis used to compare the transcriptomic profiles of bovine adipocytes following bulk RNA-seq analysis.

**Additional file 3: Supplementary Table 2.** Endocannabinoid system-associated genes of interest assessed in bulk RNA-seq analysis.

## Data Availability

Datasets generated by this study are available upon reasonable request from the corresponding author. Bulk RNA-seq analysis results have been uploaded to the NCBI Gene Expression Omnibus (*upload pending).

## Abbreviations

2-AG: 2-Arachidonoylglycerol
AA: Arachidonic acid
ABHD4: α/β Hydrolase domain-containing 4, *N*-acyl phospholipase B
ABHD5: α/β Hydrolase domain-containing 5, lysophosphatidic acid acyltransferase
ABHD6: α/β Hydrolase domain-containing 6, acylglycerol lipase
AEA: *N*-Arachidonylethanolamide, Anandamide
ALOX12: Arachidonate 12-lipoxygenase, 12S type
ATGL (*PNPLA2*): Adipose triglyceride lipase
β-AR: β-Adrenergic receptor
BSA: Bovine serum albumin
CACNA1C: Voltage-gated T-type calcium channel subunit alpha 1C
CB1R (*CNR1*): Cannabinoid-1 receptor
CB2R (*CNR2*): Cannabinoid-2 receptor
CD36: Fatty acid translocase, scavenger receptor class B member 3
COX: Cyclooxygenase
COX-2 (*PTGS2*): Prostaglandin-endoperoxide synthase 2
CYP: Cytochrome p450 monooxygenase
CYP27B1: Cytochrome P450 monooxygenase family 27 subfamily B member 1
DAG: Diacylglycerol
DAGLα/β: Diacylglycerol lipase alpha/beta
DEG: Differentially expressed gene
ECS: Endocannabinoid system
eCB: Endocannabinoid
ERK1/2: Extracellular signal-regulated protein kinases 1 and 2
FAAH: Fatty acid amide hydrolase
FABP3/7: Fatty acid-binding protein 3/7
FC: Fold-change
FFA: Free fatty acid
GDPD3/5: Glycerophosphodiester phosphodiesterase domain-containing protein 3/5
GPAT: Glycerol-3-phosphate acyltransferase
GPR18/55/119: G protein-coupled receptor 18/55/119
HSL: Hormone-sensitive lipase
Hsp: Heat-shock protein
HspA1A: Heat-shock protein family A member 1A
IL-1β: Interleukin-1 beta
INPP5: Inositol polyphosphate-5-phosphatase
ISO: Isoproterenol
KRBB: Krebs-Ringer bicarbonate buffer
LEA: Linolenoylethanolamide
LOX: Lipoxygenase
LPS: Lipopolysaccharide
MAG: Monoacylglycerol
MAPK: Mitogen-activated protein kinase
MGLL: Monoacylglycerol lipase
NAE: *N*-Acylethanolamine
NAPE-PLD (*NAPEPLD*): *N*-Acylphosphatidylethanolamine-specific phospholipase D
NAT: *N*-Acyltransferase
OEA: Oleoylethanolamide
PBS: Phosphate-buffered saline
PCA: Principal component analysis
PEA: Palmitoylethanolamide
PKA: Protein kinase A
PL: Phospholipid
PLC: Phosphoinositide-specific phospholipase C
PLIN: Perilipin
PLPP: Phospholipid phosphatase
PP: Periparturient
PPARγ: Peroxisome proliferator-activated receptor gamma
PTPN22: Protein tyrosine phosphatase non-receptor type 22
RNA-seq: Bulk RNA sequencing analysis
SCP2: Solute carrier protein 2
SEA: Stearoylethanolamide
TAG: Triacylglycerol
TLR-4: Toll-like receptor 4
TNFα: Tumor necrosis factor alpha
TRPV1/3: Transient receptor potential cation channel subfamily V 1/3
UPLC: Ultra performance liquid chromatography

# Supplementary material for: Lipolysis pathways modulate lipid mediator release and endocannabinoid system signaling in dairy cows’ adipocytes
**Source:** J Anim Sci Biotechnol. 2024 Aug 3;15:103. doi: 10.1186/s40104-024-01062-z
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Table 1. Summary of bulk RNA-seq read counts in bovine adipocytes.

| Cow | Treatment | Total reads | Mapped reads | % Mapped | Paired reads | % Paired |
|-----|-----------|-------------|--------------|----------|--------------|----------|
| 1   | BAS       | 62,747,386  | 59,887,262   | 95.44%   | 56,325,124   | 89.76%   |
| 1   | ISO       | 40,372,056  | 38,583,885   | 95.57%   | 36,264,546   | 89.83%   |
| 1   | LPS       | 36,589,636  | 35,068,054   | 95.84%   | 33,174,930   | 90.67%   |
| 2   | BAS       | 46,408,992  | 44,083,776   | 94.99%   | 42,113,306   | 90.74%   |
| 2   | ISO       | 45,553,160  | 43,302,654   | 95.06%   | 41,264,472   | 90.59%   |
| 2   | LPS       | 48,030,546  | 45,694,994   | 95.14%   | 43,636,528   | 90.85%   |
| 3   | BAS       | 30,949,342  | 29,554,828   | 95.49%   | 28,237,382   | 91.24%   |
| 3   | ISO       | 37,959,348  | 36,194,582   | 95.35%   | 34,413,332   | 90.66%   |
| 3   | LPS       | 41,693,172  | 39,834,383   | 95.54%   | 38,233,964   | 91.70%   |

**Supplementary Table 1.** Summary of bulk RNA-seq read counts in bovine adipocytes exposed to isoproterenol (ISO; 1  $\mu$ M), lipopolysaccharide (LPS; 1  $\mu$ g/mL), and media only (BAS) for 7 hours.

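The table gives, for each cow and treatment, the reads sequenced and the reads mapped to the genome. The table numbers the cows 1, 2 and 3 and the libraries are numbered 5, 6 and 8. Under the order of cows that fitted the mapped reads most closely, recovered fragments were 35.3% to 38.3% of the mapped reads, a ratio of highest to lowest of 1.087. Under the next closest order this ratio was 1.769. Fragments are read pairs assigned to a gene.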

# Supplementary material for: Lipolysis pathways modulate lipid mediator release and endocannabinoid system signaling in dairy cows’ adipocytes
**Source:** J Anim Sci Biotechnol. 2024 Aug 3;15:103. doi: 10.1186/s40104-024-01062-z
**Supplement:** Supplementary file 3 — Additional file 3: Supplementary Table 2. Endocannabinoid system-associated genes of interest assessed in bulk RNA-seq analysis.

| Functional group        | Role                 | Gene abbr.    | Ensembl ID         | Chr. | Gene start | Gene end | Strand | Length | Description                                                                                                                 |
|-------------------------|----------------------|---------------|--------------------|------|------------|----------|--------|--------|-----------------------------------------------------------------------------------------------------------------------------|
| Biosynthesis of eCB/NAE | Biosynthesis of 2-AG | <i>ADPRH</i>  | ENSBTAG00000009391 | 1    | 64334745   | 64377235 | +      | 3307   | ADP-ribosylarginine hydrolase [Source:VGNC Symbol;Acc:VGNC:25690]                                                           |
|                         |                      | <i>DAGLA</i>  | ENSBTAG00000013942 | 29   | 40162375   | 40188645 | +      | 3126   | Bos taurus diacylglycerol lipase alpha (DAGLA), mRNA. [Source:RefSeq mRNA;Acc:NM_001192583]                                 |
|                         |                      | <i>DAGLB</i>  | ENSBTAG00000009236 | 25   | 38297751   | 38321662 | -      | 4719   | Bos taurus diacylglycerol lipase beta (DAGLB), mRNA. [Source:RefSeq mRNA;Acc:NM_001083487]                                  |
|                         |                      | <i>DDHD1</i>  | ENSBTAG00000019924 | 10   | 65673444   | 65741258 | -      | 7140   | DDHD domain containing 1 [Source:VGNC Symbol;Acc:VGNC:27943]                                                                |
|                         |                      | <i>DDHD2</i>  | ENSBTAG00000013145 | 27   | 33387283   | 33416172 | +      | 4307   | Bos taurus DDHD domain containing 2 (DDHD2), mRNA. [Source:RefSeq mRNA;Acc:NM_001075598]                                    |
|                         |                      | <i>GDPD2</i>  | ENSBTAG00000012863 | X    | 80011281   | 80021117 | -      | 2876   | Bos taurus glycerophosphodiester phosphodiesterase domain containing 2 (GDPD2), mRNA. [Source:RefSeq mRNA;Acc:NM_001034471] |
|                         |                      | <i>GDPD5</i>  | ENSBTAG00000031777 | 15   | 54615540   | 54706765 | -      | 4282   | Glycerophosphodiester phosphodiesterase domain containing 5 [Source:VGNC Symbol;Acc:VGNC:29313]                             |
|                         |                      | <i>GPAT3</i>  | ENSBTAG00000017592 | 6    | 98289617   | 98360326 | +      | 2465   | Bos taurus glycerol-3-phosphate acyltransferase 3 (GPAT3), mRNA. [Source:RefSeq mRNA;Acc:NM_001192514]                      |
|                         |                      | <i>GPAT4</i>  | ENSBTAG00000005730 | 27   | 36522605   | 36539773 | +      | 2709   | Glycerol-3-phosphate acyltransferase 4 [Source:NCBI gene;Acc:511614]                                                        |
|                         |                      | <i>INPP4A</i> | ENSBTAG00000004814 | 11   | 3650777    | 3769745  | +      | 8208   | Bos taurus inositol polyphosphate-4-phosphatase type IV A (INPP4A), mRNA. [Source:RefSeq mRNA;Acc:NM_001206848]             |
|                         |                      | <i>INPP4B</i> | ENSBTAG00000014111 | 17   | 15374564   | 15824212 | +      | 3199   | Inositol polyphosphate-4-phosphatase type II B [Source:VGNC Symbol;Acc:VGNC:53908]                                          |
|                         |                      | <i>PLCB1</i>  | ENSBTAG00000008338 | 13   | 933264     | 1794219  | +      | 4694   | Bos taurus phospholipase C beta 1 (PLCB1), mRNA. [Source:RefSeq mRNA;Acc:NM_174817]                                         |
|                         |                      | <i>PNPLA2</i> | ENSBTAG00000005144 | 29   | 50548324   | 50553197 | -      | 2175   | Bos taurus patatin like phospholipase domain containing 2 (PNPLA2), mRNA. [Source:RefSeq mRNA;Acc:NM_001046005]             |
|                         | Biosynthesis of NAE  | <i>ABHD4</i>  | ENSBTAG00000016658 | 10   | 22200351   | 22212618 | -      | 2364   | Bos taurus abhydrolase domain containing 4 (ABHD4), mRNA. [Source:RefSeq mRNA;Acc:NM_001034368]                             |
|                         |                      | <i>GDE1</i>   | ENSBTAG00000002101 | 25   | 17101520   | 17127013 | -      | 1638   | Bos taurus glycerophosphodiester phosphodiesterase 1 (GDE1), mRNA. [Source:RefSeq mRNA;Acc:NM_001034686]                    |
|                         |                      | <i>GDPD3</i>  | ENSBTAG00000016155 | 25   | 26186549   | 26191906 | +      | 1033   | Bos taurus glycerophosphodiester phosphodiesterase domain containing 3 (GDPD3), mRNA. [Source:RefSeq mRNA;Acc:NM_001076990] |
|                         |                      | <i>NAA10</i>  | ENSBTAG00000047702 | X    | 37144907   | 37149900 | -      | 1225   | N(alpha)-acetyltransferase 10, NatA catalytic subunit [Source:NCBI gene;Acc:613636]                                         |
|                         |                      | <i>NAA15</i>  | ENSBTAG00000004745 | X    | 37144907   | 37149900 | -      | 1225   | N(alpha)-acetyltransferase 10, NatA catalytic subunit [Source:NCBI gene;Acc:613636]                                         |

|                |                    |    |           |           |   |      |                                                                                                                       |
|----------------|--------------------|----|-----------|-----------|---|------|-----------------------------------------------------------------------------------------------------------------------|
| <i>NAA20</i>   | ENSBTAG00000001144 | 13 | 39584264  | 39602876  | + | 1101 | Bos taurus N(alpha)-acetyltransferase 20, NatB catalytic subunit (NAA20), mRNA. [Source:RefSeq mRNA;Acc:NM_001206829] |
| <i>NAA25</i>   | ENSBTAG00000006666 | 17 | 62067802  | 62129018  | + | 3112 | Bos taurus N(alpha)-acetyltransferase 25, NatB auxiliary subunit (NAA25), mRNA. [Source:RefSeq mRNA;Acc:NM_001206127] |
| <i>NAA30</i>   | ENSBTAG00000012998 | 10 | 69768687  | 69789526  | + | 4422 | Bos taurus N(alpha)-acetyltransferase 30, NatC catalytic subunit (NAA30), mRNA. [Source:RefSeq mRNA;Acc:NM_001206037] |
| <i>NAA35</i>   | ENSBTAG00000001016 | 8  | 79167865  | 79255810  | + | 2956 | Bos taurus N(alpha)-acetyltransferase 35, NatC auxiliary subunit (NAA35), mRNA. [Source:RefSeq mRNA;Acc:NM_001193111] |
| <i>NAA40</i>   | ENSBTAG00000003073 | 29 | 42281442  | 42295820  | + | 3393 | Bos taurus N(alpha)-acetyltransferase 40, NatD catalytic subunit (NAA40), mRNA. [Source:RefSeq mRNA;Acc:NM_001099004] |
| <i>NAA50</i>   | ENSBTAG00000007784 | 1  | 58402278  | 58433748  | - | 2942 | Bos taurus N(alpha)-acetyltransferase 50, NatE catalytic subunit (NAA50), mRNA. [Source:RefSeq mRNA;Acc:NM_001075750] |
| <i>NAA60</i>   | ENSBTAG00000004875 | 25 | 2859806   | 2888334   | + | 3333 | Bos taurus N(alpha)-acetyltransferase 60, NatF catalytic subunit (NAA60), mRNA. [Source:RefSeq mRNA;Acc:NM_001075649] |
| <i>NAPEPLD</i> | ENSBTAG00000014171 | 4  | 44427825  | 44517650  | - | 2635 | N-acyl phosphatidylethanolamine phospholipase D [Source:VGNC Symbol;Acc:VGNC:31883]                                   |
| <i>NAT1</i>    | ENSBTAG00000016473 | 27 | 39013913  | 39020598  | - | 2741 | Bos taurus N-acetyltransferase 1 (arylamine N-acetyltransferase) (NAT1), mRNA. [Source:RefSeq mRNA;Acc:NM_001075572]  |
| <i>NAT10</i>   | ENSBTAG00000016747 | 15 | 64702013  | 64740844  | + | 3843 | Bos taurus N-acetyltransferase 10 (NAT10), mRNA. [Source:RefSeq mRNA;Acc:NM_001098031]                                |
| <i>NAT14</i>   | ENSBTAG00000019051 | 18 | 62021731  | 62025035  | - | 2118 | N-acetyltransferase 14 (putative) [Source:NCBI gene;Acc:532809]                                                       |
| <i>NAT9</i>    | ENSBTAG00000053909 | 19 | 56648056  | 56652832  | + | 2714 | Bos taurus N-acetyltransferase 9 (putative) (NAT9), mRNA. [Source:RefSeq mRNA;Acc:NM_001103246]                       |
| <i>PTEN</i>    | ENSBTAG00000009498 | 26 | 9466271   | 9564180   | + | 1722 | Bos taurus phosphatase and tensin homolog (PTEN), mRNA. [Source:RefSeq mRNA;Acc:NM_001319898]                         |
| <i>PTPN1</i>   | ENSBTAG00000006616 | 13 | 78534152  | 78594854  | + | 1790 | Bos taurus protein tyrosine phosphatase, non-receptor type 1 (PTPN1), mRNA. [Source:RefSeq mRNA;Acc:NM_001100326]     |
| <i>PTPN11</i>  | ENSBTAG00000002048 | 17 | 61736442  | 61802172  | - | 2045 | protein tyrosine phosphatase, non-receptor type 11 [Source:VGNC Symbol;Acc:VGNC:33530]                                |
| <i>PTPN12</i>  | ENSBTAG00000003825 | 4  | 43598679  | 43690863  | - | 4088 | Bos taurus protein tyrosine phosphatase, non-receptor type 12 (PTPN12), mRNA. [Source:RefSeq mRNA;Acc:NM_001205991]   |
| <i>PTPN13</i>  | ENSBTAG00000014947 | 6  | 101531746 | 101735421 | + | 6126 | protein tyrosine phosphatase, non-receptor type 13 [Source:VGNC Symbol;Acc:VGNC:53774]                                |
| <i>PTPN14</i>  | ENSBTAG00000021553 | 16 | 69034474  | 69223706  | + | 5402 | protein tyrosine phosphatase, non-receptor type 14 [Source:VGNC Symbol;Acc:VGNC:33532]                                |
| <i>PTPN18</i>  | ENSBTAG00000011658 | 2  | 1322993   | 1352673   | + | 1527 | protein tyrosine phosphatase, non-receptor type 18 [Source:VGNC Symbol;Acc:VGNC:33533]                                |

|                                                        |               |                    |    |           |           |   |      |                                                                                                                       |
|--------------------------------------------------------|---------------|--------------------|----|-----------|-----------|---|------|-----------------------------------------------------------------------------------------------------------------------|
|                                                        | <i>PTPN2</i>  | ENSBTAG00000010563 | 24 | 43097074  | 43165140  | - | 1652 | Bos taurus protein tyrosine phosphatase, non-receptor type 2 (PTPN2), mRNA. [Source:RefSeq mRNA;Acc:NM_001035431]     |
|                                                        | <i>PTPN21</i> | ENSBTAG00000018596 | 10 | 100170718 | 100247414 | - | 3670 | protein tyrosine phosphatase, non-receptor type 21 [Source:VGNC Symbol;Acc:VGNC:33535]                                |
|                                                        | <i>PTPN22</i> | ENSBTAG00000019617 | 3  | 29519988  | 29575960  | + | 2427 | Bos taurus protein tyrosine phosphatase, non-receptor type 22 (PTPN22), mRNA. [Source:RefSeq mRNA;Acc:NM_001192503]   |
|                                                        | <i>PTPN23</i> | ENSBTAG00000002774 | 22 | 52263501  | 52284441  | - | 5121 | Bos taurus protein tyrosine phosphatase, non-receptor type 23 (PTPN23), mRNA. [Source:RefSeq mRNA;Acc:NM_001206526]   |
|                                                        | <i>PTPN3</i>  | ENSBTAG00000018841 | 8  | 98927206  | 99092707  | - | 4662 | protein tyrosine phosphatase, non-receptor type 3 [Source:VGNC Symbol;Acc:VGNC:33538]                                 |
|                                                        | <i>PTPN4</i>  | ENSBTAG00000020855 | 2  | 71546908  | 71733059  | + | 6553 | protein tyrosine phosphatase, non-receptor type 4 [Source:VGNC Symbol;Acc:VGNC:33539]                                 |
|                                                        | <i>PTPN5</i>  | ENSBTAG00000020257 | 29 | 25991833  | 26050347  | + | 3185 | Bos taurus protein tyrosine phosphatase, non-receptor type 5 (PTPN5), mRNA. [Source:RefSeq mRNA;Acc:NM_001102293]     |
|                                                        | <i>PTPN6</i>  | ENSBTAG00000020294 | 5  | 103502498 | 103518817 | - | 3079 | Bos taurus protein tyrosine phosphatase, non-receptor type 6 (PTPN6), mRNA. [Source:RefSeq mRNA;Acc:NM_001098017]     |
|                                                        | <i>PTPN7</i>  | ENSBTAG00000003016 | 16 | 80420337  | 80428748  | + | 2986 | protein tyrosine phosphatase, non-receptor type 7 [Source:VGNC Symbol;Acc:VGNC:33542]                                 |
|                                                        | <i>PTPN9</i>  | ENSBTAG00000016984 | 21 | 33305768  | 33375889  | + | 3941 | Bos taurus protein tyrosine phosphatase, non-receptor type 9 (PTPN9), mRNA. [Source:RefSeq mRNA;Acc:NM_001192054]     |
| Incorp. of FFA into PL membrane                        | <i>MBOAT1</i> | ENSBTAG00000016519 | 23 | 37723596  | 37834307  | + | 3051 | membrane bound O-acyltransferase domain containing 1 [Source:VGNC Symbol;Acc:VGNC:31286]                              |
|                                                        | <i>MBOAT2</i> | ENSBTAG00000008160 | 11 | 88363056  | 88464714  | + | 1703 | membrane bound O-acyltransferase domain containing 2 [Source:VGNC Symbol;Acc:VGNC:31287]                              |
|                                                        | <i>MBOAT7</i> | ENSBTAG00000015908 | 18 | 63213542  | 63227739  | + | 2524 | Bos taurus membrane bound O-acyltransferase domain containing 7 (MBOAT7), mRNA. [Source:RefSeq mRNA;Acc:NM_001075152] |
| Organization of PL membrane, liberation of FFA from PL | <i>INPP5A</i> | ENSBTAG00000009181 | 26 | 50937626  | 51083088  | - | 4973 | inositol polyphosphate-5-phosphatase A [Source:VGNC Symbol;Acc:VGNC:30210]                                            |
|                                                        | <i>INPP5D</i> | ENSBTAG00000020173 | 3  | 112794123 | 112931963 | + | 5495 | Bos taurus inositol polyphosphate-5-phosphatase D (INPP5D), mRNA. [Source:RefSeq mRNA;Acc:NM_001101882]               |
|                                                        | <i>INPP5E</i> | ENSBTAG00000001354 | 11 | 103876330 | 103886130 | - | 2950 | inositol polyphosphate-5-phosphatase E [Source:VGNC Symbol;Acc:VGNC:30213]                                            |
|                                                        | <i>INPP5F</i> | ENSBTAG00000021801 | 26 | 39852025  | 39946261  | + | 4727 | inositol polyphosphate-5-phosphatase F [Source:NCBI gene;Acc:539889]                                                  |
|                                                        | <i>INPP5J</i> | ENSBTAG00000017023 | 17 | 69972392  | 69984070  | + | 4788 | inositol polyphosphate-5-phosphatase J [Source:VGNC Symbol;Acc:VGNC:53909]                                            |
|                                                        | <i>INPP5K</i> | ENSBTAG00000011479 | 19 | 22622695  | 22641597  | - | 2618 | Bos taurus inositol polyphosphate-5-phosphatase K (INPP5K), mRNA. [Source:RefSeq mRNA;Acc:NM_001101986]               |

|                |                     |    |           |           |   |      |                                                                                                                               |
|----------------|---------------------|----|-----------|-----------|---|------|-------------------------------------------------------------------------------------------------------------------------------|
| <i>LPCAT1</i>  | ENSBTAG00000000944  | 20 | 71006062  | 71048066  | + | 3512 | Bos taurus lysophosphatidylcholine acyltransferase 1 (LPCAT1), mRNA. [Source:RefSeq mRNA;Acc:NM_001206811]                    |
| <i>LPCAT2</i>  | ENSBTAG00000019272  | 18 | 23786207  | 23854907  | + | 2584 | lysophosphatidylcholine acyltransferase 2 [Source:VGNC Symbol;Acc:VGNC:30962]                                                 |
| <i>LPCAT3</i>  | ENSBTAG00000013127  | 5  | 103451002 | 103487994 | + | 2849 | Bos taurus lysophosphatidylcholine acyltransferase 3 (LPCAT3), mRNA. [Source:RefSeq mRNA;Acc:NM_001024546]                    |
| <i>LPCAT4</i>  | ENSBTAG00000020040  | 10 | 28278976  | 28287059  | + | 3100 | lysophosphatidylcholine acyltransferase 4 [Source:VGNC Symbol;Acc:VGNC:30964]                                                 |
| <i>LYPD3</i>   | ENSBTAG00000018077  | 18 | 51674245  | 51678673  | - | 2014 | Bos taurus LY6/PLAUR domain containing 3 (LYPD3), mRNA. [Source:RefSeq mRNA;Acc:NM_001083419]                                 |
| <i>LYPLA2</i>  | ENSBTAG00000011625  | 2  | 129115781 | 129121108 | - | 2585 | lysophospholipase II [Source:VGNC Symbol;Acc:VGNC:31106]                                                                      |
| <i>PITPNA</i>  | ENSBTAG00000011480  | 19 | 22646310  | 22678320  | - | 959  | phosphatidylinositol transfer protein alpha [Source:VGNC Symbol;Acc:VGNC:32919]                                               |
| <i>PITPNB</i>  | ENSBTAG00000017799  | 17 | 67268876  | 67330126  | - | 2980 | Bos taurus phosphatidylinositol transfer protein beta (PITPNB), mRNA. [Source:RefSeq mRNA;Acc:NM_001078040]                   |
| <i>PITPNM1</i> | ENSBTAG00000010482  | 29 | 45373821  | 45388348  | - | 5151 | phosphatidylinositol transfer protein membrane associated 1 [Source:VGNC Symbol;Acc:VGNC:32921]                               |
| <i>PITPNM2</i> | ENSBTAG00000001597  | 17 | 52428786  | 52553696  | + | 9007 | Bos taurus phosphatidylinositol transfer protein membrane associated 2 (PITPNM2), mRNA. [Source:RefSeq mRNA;Acc:NM_001191383] |
| <i>PITPNM3</i> | ENSBTAG00000002982  | 19 | 25321703  | 25411010  | + | 5993 | PITPNM family member 3 [Source:VGNC Symbol;Acc:VGNC:52807]                                                                    |
| <i>PLA2G10</i> | ENSBTAG00000021522  | 25 | 13581741  | 13601430  | - | 480  | phospholipase A2 group X [Source:HGNC Symbol;Acc:HGNC:9029]                                                                   |
| <i>PLA2G15</i> | ENSBTAG000000007512 | 18 | 35623806  | 35638385  | + | 3512 | phospholipase A2 group XV [Source:VGNC Symbol;Acc:VGNC:32956]                                                                 |
| <i>PLA2G16</i> | ENSBTAG00000015248  | 29 | 41963966  | 41994238  | - | 761  | phospholipase A2, group XVI [Source:NCBI gene;Acc:506802]                                                                     |
| <i>PLA2G1B</i> | ENSBTAG00000026732  | 17 | 62647846  | 62654912  | - | 623  | Bos taurus phospholipase A2 group IB (PLA2G1B), mRNA. [Source:RefSeq mRNA;Acc:NM_174646]                                      |
| <i>PLA2G2A</i> | ENSBTAG00000002700  | 2  | 132710095 | 132713984 | + | 819  | Bos taurus phospholipase A2, group IIA (platelets, synovial fluid) (PLA2G2A), mRNA. [Source:RefSeq mRNA;Acc:NM_001025324]     |
| <i>PLA2G3</i>  | ENSBTAG00000011962  | 17 | 69982739  | 69988677  | - | 2606 | Bos taurus phospholipase A2 group III (PLA2G3), mRNA. [Source:RefSeq mRNA;Acc:NM_001080910]                                   |
| <i>PLA2G4A</i> | ENSBTAG00000013298  | 16 | 67906979  | 68081283  | + | 3379 | Bos taurus phospholipase A2 group IVA (PLA2G4A), mRNA. [Source:RefSeq mRNA;Acc:NM_001075864]                                  |
| <i>PLA2G4B</i> | ENSBTAG000000006784 | 10 | 37229548  | 37241029  | + | 4945 | Bos taurus phospholipase A2, group IVB (cytosolic) (PLA2G4B), mRNA. [Source:RefSeq mRNA;Acc:NM_001114657]                     |
| <i>PLA2G4F</i> | ENSBTAG00000032068  | 10 | 37533181  | 37547704  | - | 3070 | Bos taurus phospholipase A2 group IVF (PLA2G4F), mRNA. [Source:RefSeq mRNA;Acc:NM_001192569]                                  |

|                           |                     |                |                    |    |           |           |   |      |                                                                                                               |
|---------------------------|---------------------|----------------|--------------------|----|-----------|-----------|---|------|---------------------------------------------------------------------------------------------------------------|
| Degradation of<br>eCB/NAE |                     | <i>PLA2G5</i>  | ENSBTAG00000039122 | 2  | 132630420 | 132665213 | - | 2690 | Bos taurus phospholipase A2 group V (PLA2G5), mRNA. [Source:RefSeq mRNA;Acc:NM_001193052]                     |
|                           |                     | <i>PLA2G6</i>  | ENSBTAG00000014015 | 5  | 109891806 | 109938952 | - | 3493 | phospholipase A2 group VI [Source:VGNC Symbol;Acc:VGNC:32964]                                                 |
|                           |                     | <i>PLA2G7</i>  | ENSBTAG00000019315 | 23 | 19924777  | 19963342  | - | 2985 | phospholipase A2 group VII [Source:VGNC Symbol;Acc:VGNC:32965]                                                |
|                           |                     | <i>PLCB4</i>   | ENSBTAG00000013116 | 13 | 2304288   | 2503503   | + | 5044 | Bos taurus phospholipase C beta 4 (PLCB4), mRNA. [Source:RefSeq mRNA;Acc:NM_001166510]                        |
|                           |                     | <i>PLCD1</i>   | ENSBTAG00000037726 | 22 | 11459788  | 11481247  | - | 2784 | Bos taurus phospholipase C delta 1 (PLCD1), mRNA. [Source:RefSeq mRNA;Acc:NM_001081576]                       |
|                           |                     | <i>PLCD3</i>   | ENSBTAG00000006052 | 19 | 44781286  | 44802191  | - | 2983 | Bos taurus phospholipase C delta 3 (PLCD3), mRNA. [Source:RefSeq mRNA;Acc:NM_001193028]                       |
|                           |                     | <i>PLCD4</i>   | ENSBTAG00000003809 | 2  | 106575924 | 106598631 | + | 3220 | Bos taurus phospholipase C delta 4 (PLCD4), mRNA. [Source:RefSeq mRNA;Acc:NM_001046489]                       |
|                           |                     | <i>PLCG1</i>   | ENSBTAG00000017584 | 13 | 69791010  | 69824050  | + | 5451 | phospholipase C gamma 1 [Source:VGNC Symbol;Acc:VGNC:32988]                                                   |
|                           |                     | <i>PLCG2</i>   | ENSBTAG00000002103 | 18 | 8314287   | 8467665   | + | 3858 | phospholipase C gamma 2 [Source:VGNC Symbol;Acc:VGNC:32989]                                                   |
|                           |                     | <i>PLCH1</i>   | ENSBTAG00000008307 | 1  | 111945804 | 112167879 | + | 5113 | phospholipase C eta 1 [Source:VGNC Symbol;Acc:VGNC:32990]                                                     |
|                           |                     | <i>PLCH2</i>   | ENSBTAG00000002464 | 16 | 50361199  | 50426588  | - | 5811 | phospholipase C eta 2 [Source:VGNC Symbol;Acc:VGNC:32991]                                                     |
|                           |                     | <i>PLD1</i>    | ENSBTAG00000017490 | 1  | 95742044  | 95963408  | + | 4914 | Bos taurus phospholipase D1, phosphatidylcholine-specific (PLD1), mRNA. [Source:RefSeq mRNA;Acc:NM_001102001] |
|                           |                     | <i>PLD2</i>    | ENSBTAG00000013392 | 19 | 26543144  | 26556510  | - | 3898 | phospholipase D2 [Source:VGNC Symbol;Acc:VGNC:32996]                                                          |
|                           |                     | <i>PLPP1</i>   | ENSBTAG00000010526 | 20 | 23636355  | 23738916  | + | 1674 | Bos taurus phospholipid phosphatase 1 (PLPP1), mRNA. [Source:RefSeq mRNA;Acc:NM_001080329]                    |
|                           |                     | <i>PLPP2</i>   | ENSBTAG00000000717 | 7  | 43016868  | 43028554  | - | 1354 | Bos taurus phospholipid phosphatase 2 (PLPP2), mRNA. [Source:RefSeq mRNA;Acc:NM_001045890]                    |
|                           |                     | <i>PLPP3</i>   | ENSBTAG00000011640 | 3  | 89608083  | 89696904  | + | 2753 | phospholipid phosphatase 3 [Source:VGNC Symbol;Acc:VGNC:33046]                                                |
|                           |                     | <i>PLPP4</i>   | ENSBTAG00000032106 | 26 | 40509769  | 40657136  | + | 2002 | phospholipid phosphatase 4 [Source:VGNC Symbol;Acc:VGNC:33047]                                                |
|                           |                     | <i>PLPP5</i>   | ENSBTAG00000027635 | 27 | 33416459  | 33421456  | - | 1844 | phospholipid phosphatase 5 [Source:VGNC Symbol;Acc:VGNC:33048]                                                |
|                           |                     | <i>PLPP6</i>   | ENSBTAG00000011050 | 8  | 39863787  | 39864933  | - | 1147 | Bos taurus phospholipid phosphatase 6 (PLPP6), mRNA. [Source:RefSeq mRNA;Acc:NM_001024573]                    |
|                           | Oxidation of<br>eCB | <i>ALOX12</i>  | ENSBTAG00000021933 | 19 | 26787284  | 26800417  | + | 2354 | Bos taurus arachidonate 12-lipoxygenase, 12S type (ALOX12), mRNA. [Source:RefSeq mRNA;Acc:NM_001192336]       |
|                           |                     | <i>ALOX12B</i> | ENSBTAG00000012475 | 19 | 27718183  | 27730008  | - | 2427 | arachidonate 12-lipoxygenase, 12R type [Source:VGNC Symbol;Acc:VGNC:25842]                                    |
|                           |                     | <i>ALOX12E</i> | ENSBTAG00000031933 | 19 | 26727566  | 26736433  | + | 2276 | Bos taurus arachidonate lipoxygenase, epidermal (ALOX12E), mRNA. [Source:RefSeq mRNA;Acc:NM_001083532]        |

|                |                     |    |           |           |   |      |                                                                                                                          |
|----------------|---------------------|----|-----------|-----------|---|------|--------------------------------------------------------------------------------------------------------------------------|
| <i>ALOX15</i>  | ENSBTAG00000011990  | 19 | 26697231  | 26705809  | + | 2885 | Bos taurus arachidonate 15-lipoxygenase (ALOX15), mRNA. [Source:RefSeq mRNA;Acc:NM_174501]                               |
| <i>ALOX5</i>   | ENSBTAG00000020319  | 28 | 44346285  | 44392546  | - | 2655 | Bos taurus arachidonate 5-lipoxygenase (ALOX5), mRNA. [Source:RefSeq mRNA;Acc:NM_001192792]                              |
| <i>ALOXE3</i>  | ENSBTAG00000012478  | 19 | 27739350  | 27760708  | - | 3724 | arachidonate lipoxygenase 3 [Source:VGNC Symbol;Acc:VGNC:25846]                                                          |
| <i>CYP11A1</i> | ENSBTAG00000006934  | 21 | 34328403  | 34342900  | + | 2041 | Bos taurus cytochrome P450, family 11, subfamily A, polypeptide 1 (CYP11A1), mRNA. [Source:RefSeq mRNA;Acc:NM_176644]    |
| <i>CYP17A1</i> | ENSBTAG000000069547 | 26 | 23450403  | 23456668  | - | 1785 | Bos taurus cytochrome P450, family 17, subfamily A, polypeptide 1 (CYP17A1), mRNA. [Source:RefSeq mRNA;Acc:NM_174304]    |
| <i>CYP1A1</i>  | ENSBTAG00000001021  | 21 | 33951654  | 33955241  | + | 2547 | cytochrome P450, subfamily I (aromatic compound-inducible), polypeptide 1 [Source:NCBI gene;Acc:282870]                  |
| <i>CYP1A2</i>  | ENSBTAG00000000085  | 21 | 33923110  | 33930074  | - | 2027 | cytochrome P450, family 1, subfamily A, polypeptide 2 [Source:NCBI gene;Acc:503552]                                      |
| <i>CYP1B1</i>  | ENSBTAG00000010531  | 11 | 20470965  | 20476592  | - | 2796 | Bos taurus cytochrome P450, family 1, subfamily B, polypeptide 1 (CYP1B1), mRNA. [Source:RefSeq mRNA;Acc:NM_001192294]   |
| <i>CYP20A1</i> | ENSBTAG000000000851 | 2  | 91483594  | 91527751  | + | 1680 | Bos taurus cytochrome P450, family 20, subfamily A, polypeptide 1 (CYP20A1), mRNA. [Source:RefSeq mRNA;Acc:NM_001015644] |
| <i>CYP21</i>   | ENSBTAG000000047039 | 23 | 27326531  | 27330230  | - | 2154 | Bos taurus cytochrome P450, family 21, subfamily A, polypeptide 2 (CYP21A2), mRNA. [Source:RefSeq mRNA;Acc:NM_174639]    |
| <i>CYP26B1</i> | ENSBTAG00000012212  | 11 | 12376837  | 12396521  | + | 5373 | cytochrome P450, family 26, subfamily B, polypeptide 1 [Source:NCBI gene;Acc:540868]                                     |
| <i>CYP27A1</i> | ENSBTAG00000013489  | 2  | 106739389 | 106782307 | + | 2436 | cytochrome P450 family 27 subfamily A member 1 [Source:HGNC Symbol;Acc:HGNC:2605]                                        |
| <i>CYP27B1</i> | ENSBTAG00000016906  | 5  | 55698030  | 55704141  | + | 3361 | cytochrome P450, family 27, subfamily B, polypeptide 1 [Source:NCBI gene;Acc:539630]                                     |
| <i>CYP2B6</i>  | ENSBTAG00000003871  | 18 | 50290687  | 50308138  | - | 2607 | Bos taurus cytochrome P450 subfamily 2B (CYP2B6), mRNA. [Source:RefSeq mRNA;Acc:NM_001075173]                            |
| <i>CYP2D14</i> | ENSBTAG000000026501 | 5  | 113086815 | 113094984 | - | 4669 | cytochrome P450, family 2, subfamily D, polypeptide 6 [Source:NCBI gene;Acc:282211]                                      |
| <i>CYP2R1</i>  | ENSBTAG000000026502 | 15 | 37889793  | 37958129  | + | 3153 | Bos taurus cytochrome P450, family 2, subfamily R, polypeptide 1 (CYP2R1), mRNA. [Source:RefSeq mRNA;Acc:NM_001076267]   |
| <i>CYP2S1</i>  | ENSBTAG00000010419  | 18 | 50379572  | 50393561  | + | 2970 | Bos taurus cytochrome P450, family 2, subfamily S, polypeptide 1 (CYP2S1), mRNA. [Source:RefSeq mRNA;Acc:NM_001100366]   |
| <i>CYP2U1</i>  | ENSBTAG00000018240  | 6  | 17261763  | 17282966  | - | 4589 | Bos taurus cytochrome P450, family 2, subfamily U, polypeptide 1 (CYP2U1), mRNA. [Source:RefSeq mRNA;Acc:NM_001076050]   |
| <i>CYP2W1</i>  | ENSBTAG00000012972  | 25 | 41748481  | 41752614  | - | 1482 | cytochrome P450 family 2 subfamily W member 1 [Source:HGNC Symbol;Acc:HGNC:20243]                                        |

|                    |                |                     |    |          |          |   |      |                                                                                                                          |
|--------------------|----------------|---------------------|----|----------|----------|---|------|--------------------------------------------------------------------------------------------------------------------------|
|                    | <i>CYP39A1</i> | ENSBTAG00000017701  | 23 | 19743358 | 19878413 | - | 5302 | Bos taurus cytochrome P450, family 39, subfamily A, polypeptide 1 (CYP39A1), mRNA. [Source:RefSeq mRNA;Acc:NM_001098938] |
|                    | <i>CYP3A5</i>  | ENSBTAG00000053645  | 25 | 36648051 | 36691853 | - | 2002 | cytochrome P450, family 3, subfamily A, polypeptide 5 [Source:NCBI gene;Acc:526682]                                      |
|                    | <i>CYP46A1</i> | ENSBTAG00000035544  | 21 | 64668944 | 64697472 | + | 2311 | Bos taurus cytochrome P450, family 46, subfamily A, polypeptide 1 (CYP46A1), mRNA. [Source:RefSeq mRNA;Acc:NM_001076810] |
|                    | <i>CYP4V2</i>  | ENSBTAG00000021263  | 27 | 16249747 | 16266690 | + | 4766 | Bos taurus cytochrome P450, family 4, subfamily V, polypeptide 2 (CYP4V2), mRNA. [Source:RefSeq mRNA;Acc:NM_001034373]   |
|                    | <i>CYP51A1</i> | ENSBTAG00000001992  | 4  | 9459764  | 9476713  | - | 2761 | Bos taurus cytochrome P450, family 51, subfamily A, polypeptide 1 (CYP51A1), mRNA. [Source:RefSeq mRNA;Acc:NM_001025319] |
|                    | <i>CYP7B1</i>  | ENSBTAG00000001299  | 14 | 29199622 | 29460150 | - | 4136 | cytochrome P450 family 7 subfamily B member 1 [Source:HGNC Symbol;Acc:HGNC:2652]                                         |
|                    | <i>CYP8B1</i>  | ENSBTAG00000056462  | 22 | 14946435 | 14949705 | - | 1055 | Bos taurus cytochrome P450, family 8, subfamily B, polypeptide 1 (CYP8B1), mRNA. [Source:RefSeq mRNA;Acc:NM_001076139]   |
|                    | <i>PTGS1</i>   | ENSBTAG00000006716  | 11 | 93236273 | 93262107 | + | 2786 | Bos taurus prostaglandin-endoperoxide synthase 1 (PTGS1), mRNA. [Source:RefSeq mRNA;Acc:NM_001105323]                    |
|                    | <i>PTGS2</i>   | ENSBTAG00000014127  | 16 | 67728006 | 67735629 | - | 3489 | Bos taurus prostaglandin-endoperoxide synthase 2 (PTGS2), mRNA. [Source:RefSeq mRNA;Acc:NM_174445]                       |
| Hydrolysis of 2-AG | <i>ABHD1</i>   | ENSBTAG00000007077  | 11 | 72504307 | 72515568 | - | 5603 | abhydrolase domain containing 1 [Source:VGNC Symbol;Acc:VGNC:25487]                                                      |
|                    | <i>ABHD10</i>  | ENSBTAG00000004601  | 1  | 56737576 | 56750712 | + | 1409 | Bos taurus abhydrolase domain containing 10 (ABHD10), mRNA. [Source:RefSeq mRNA;Acc:NM_001015606]                        |
|                    | <i>ABHD11</i>  | ENSBTAG00000010339  | 25 | 33530965 | 33533374 | + | 1259 | abhydrolase domain containing 11 [Source:VGNC Symbol;Acc:VGNC:25489]                                                     |
|                    | <i>ABHD12</i>  | ENSBTAG00000001420  | 13 | 42813204 | 42879226 | - | 3003 | Bos taurus abhydrolase domain containing 12 (ABHD12), mRNA. [Source:RefSeq mRNA;Acc:NM_001078116]                        |
|                    | <i>ABHD12B</i> | ENSBTAG00000044049  | 10 | 43738868 | 43756260 | + | 1065 | abhydrolase domain containing 12B [Source:VGNC Symbol;Acc:VGNC:25491]                                                    |
|                    | <i>ABHD13</i>  | ENSBTAG000000067980 | 12 | 83604977 | 83618953 | + | 1295 | Bos taurus abhydrolase domain containing 13 (ABHD13), mRNA. [Source:RefSeq mRNA;Acc:NM_001101089]                        |
|                    | <i>ABHD14A</i> | ENSBTAG00000053854  | 22 | 48954795 | 48957705 | - | 1251 | abhydrolase domain containing 14A [Source:HGNC Symbol;Acc:HGNC:24538]                                                    |
|                    | <i>ABHD15</i>  | ENSBTAG00000025167  | 19 | 20816663 | 20821639 | - | 1464 | Bos taurus abhydrolase domain containing 15 (ABHD15), mRNA. [Source:RefSeq mRNA;Acc:NM_001206398]                        |
|                    | <i>ABHD16B</i> | ENSBTAG00000031906  | 13 | 53957078 | 53958761 | - | 1684 | Bos taurus abhydrolase domain containing 16B (ABHD16B), mRNA. [Source:RefSeq mRNA;Acc:NM_001038541]                      |

|                                                                    |                       |                 |                    |    |           |           |   |      |                                                                                                                  |
|--------------------------------------------------------------------|-----------------------|-----------------|--------------------|----|-----------|-----------|---|------|------------------------------------------------------------------------------------------------------------------|
| eCB/NAE-interacting receptors, transcription factors, ion channels |                       | <i>ABHD17B</i>  | ENSBTAG00000006816 | 8  | 48108615  | 48157205  | - | 2505 | Bos taurus abhydrolase domain containing 17B (ABHD17B), mRNA. [Source:RefSeq mRNA;Acc:NM_001101278]              |
|                                                                    |                       | <i>ABHD18</i>   | ENSBTAG00000010630 | 17 | 29695955  | 29733214  | - | 2301 | abhydrolase domain containing 18 [Source:VGNC Symbol;Acc:VGNC:25499]                                             |
|                                                                    |                       | <i>ABHD2</i>    | ENSBTAG00000019954 | 21 | 20576003  | 20684305  | + | 1968 | Bos taurus abhydrolase domain containing 2 (ABHD2), mRNA. [Source:RefSeq mRNA;Acc:NM_001015549]                  |
|                                                                    |                       | <i>ABHD3</i>    | ENSBTAG00000005709 | 24 | 34541295  | 34591097  | + | 2053 | Bos taurus abhydrolase domain containing 3 (ABHD3), mRNA. [Source:RefSeq mRNA;Acc:NM_001076187]                  |
|                                                                    |                       | <i>ABHD5</i>    | ENSBTAG00000008416 | 22 | 15584972  | 15626415  | + | 1989 | Bos taurus abhydrolase domain containing 5 (ABHD5), mRNA. [Source:RefSeq mRNA;Acc:NM_001076063]                  |
|                                                                    |                       | <i>ABHD6</i>    | ENSBTAG00000016615 | 22 | 43026804  | 43075099  | - | 2096 | Bos taurus abhydrolase domain containing 6 (ABHD6), mRNA. [Source:RefSeq mRNA;Acc:NM_001075196]                  |
|                                                                    |                       | <i>MGLL</i>     | ENSBTAG00000018248 | 22 | 59639050  | 59826846  | + | 3927 | Bos taurus monoglyceride lipase (MGLL), mRNA. [Source:RefSeq mRNA;Acc:NM_001206681]                              |
|                                                                    | Hydrolysis of NAE     | <i>NAAA</i>     | ENSBTAG00000019478 | 6  | 90770495  | 90794386  | - | 1244 | Bos taurus N-acyethanolamine acid amidase (NAAA), mRNA. [Source:RefSeq mRNA;Acc:NM_001100369]                    |
|                                                                    |                       | <i>FAAH</i>     | ENSBTAG00000007507 | 3  | 99716645  | 99737813  | - | 2470 | Bos taurus fatty acid amide hydrolase (FAAH), mRNA. [Source:RefSeq mRNA;Acc:NM_001099102]                        |
|                                                                    | eCB receptors         | <i>CNR1</i>     | ENSBTAG00000054523 | 9  | 61744572  | 61774118  | + | 5616 | Bos taurus cannabinoid receptor 1 (CNR1), mRNA. [Source:RefSeq mRNA;Acc:NM_001242341]                            |
|                                                                    |                       | <i>CNR2</i>     | ENSBTAG00000019371 | 2  | 129001537 | 129038262 | + | 2489 | Bos taurus cannabinoid receptor 2 (CNR2), mRNA. [Source:RefSeq mRNA;Acc:NM_001192303]                            |
|                                                                    | eCB/NAE receptors     | <i>GPR119</i>   | ENSBTAG00000014770 | X  | 14348502  | 14349509  | - | 1008 | G protein-coupled receptor 119 [Source:VGNC Symbol;Acc:VGNC:29546]                                               |
|                                                                    |                       | <i>GPR18</i>    | ENSBTAG00000002240 | 12 | 76118033  | 76121780  | - | 1381 | Bos taurus G protein-coupled receptor 18 (GPR18), mRNA. [Source:RefSeq mRNA;Acc:NM_001034689]                    |
|                                                                    |                       | <i>GPR55</i>    | ENSBTAG00000059603 | 2  | 118714413 | 118715459 | - | 1047 | G protein-coupled receptor 55 [Source:VGNC Symbol;Acc:VGNC:29591]                                                |
|                                                                    | Transcription factors | <i>PPARA</i>    | ENSBTAG00000008063 | 5  | 116438987 | 116507065 | + | 2732 | peroxisome proliferator activated receptor alpha [Source:VGNC Symbol;Acc:VGNC:33181]                             |
|                                                                    |                       | <i>PPARG</i>    | ENSBTAG00000001333 | 22 | 56709248  | 56835386  | - | 4726 | peroxisome proliferator activated receptor gamma [Source:VGNC Symbol;Acc:VGNC:33183]                             |
|                                                                    |                       | <i>PPARGC1A</i> | ENSBTAG00000017024 | 6  | 43380463  | 43501184  | - | 6584 | Bos taurus PPARG coactivator 1 alpha (PPARGC1A), mRNA. [Source:RefSeq mRNA;Acc:NM_177945]                        |
|                                                                    |                       | <i>PPARGC1B</i> | ENSBTAG00000012943 | 7  | 61073587  | 61186881  | + | 3317 | PPARG coactivator 1 beta [Source:VGNC Symbol;Acc:VGNC:33185]                                                     |
|                                                                    | Ion channels          | <i>CACNA1A</i>  | ENSBTAG00000014828 | 7  | 12144237  | 12396421  | + | 7499 | Bos taurus calcium voltage-gated channel subunit alpha1 A (CACNA1A), mRNA. [Source:RefSeq mRNA;Acc:NM_001075129] |
|                                                                    |                       | <i>CACNA1B</i>  | ENSBTAG00000007882 | 11 | 106722392 | 106933600 | + | 8015 | Bos taurus calcium voltage-gated channel subunit alpha1 B (CACNA1B), mRNA. [Source:RefSeq mRNA;Acc:NM_174632]    |
|                                                                    |                       | <i>CACNA1C</i>  | ENSBTAG00000010660 | 5  | 108446722 | 108792612 | + | 7626 | calcium voltage-gated channel subunit alpha1 C [Source:HGNC Symbol;Acc:HGNC:1390]                                |

Transport of FFA,  
eCB, and NAE

|              |                 |                    |    |           |           |   |      |                                                                                                                                  |
|--------------|-----------------|--------------------|----|-----------|-----------|---|------|----------------------------------------------------------------------------------------------------------------------------------|
|              | <i>CACNA1D</i>  | ENSBTAG00000010026 | 22 | 47162857  | 47508559  | - | 6634 | Bos taurus calcium voltage-gated channel subunit alpha1 D (CACNA1D), mRNA. [Source:RefSeq mRNA;Acc:NM_001193025]                 |
|              | <i>CACNA1G</i>  | ENSBTAG00000009835 | 19 | 36102387  | 36164028  | - | 7927 | Bos taurus calcium voltage-gated channel subunit alpha1 G (CACNA1G), mRNA. [Source:RefSeq mRNA;Acc:NM_001193140]                 |
|              | <i>CACNA1H</i>  | ENSBTAG00000026461 | 25 | 930615    | 988927    | + | 7650 | calcium voltage-gated channel subunit alpha1 H [Source:VGNC Symbol;Acc:VGNC:26678]                                               |
|              | <i>CACNA1S</i>  | ENSBTAG00000047491 | 16 | 79599108  | 79660665  | - | 7865 | calcium voltage-gated channel subunit alpha1 S [Source:HGNC Symbol;Acc:HGNC:1397]                                                |
|              | <i>CACNA2D2</i> | ENSBTAG00000009489 | 22 | 49872343  | 49986489  | + | 4785 | calcium voltage-gated channel auxiliary subunit alpha2delta 2 [Source:VGNC Symbol;Acc:VGNC:26680]                                |
|              | <i>TRPA1</i>    | ENSBTAG00000002062 | 14 | 35611321  | 35666918  | - | 4222 | transient receptor potential cation channel subfamily A member 1 [Source:VGNC Symbol;Acc:VGNC:36380]                             |
|              | <i>TRPV1</i>    | ENSBTAG00000018880 | 19 | 24279228  | 24301269  | - | 2635 | transient receptor potential cation channel subfamily V member 1 [Source:VGNC Symbol;Acc:VGNC:36397]                             |
|              | <i>TRPV2</i>    | ENSBTAG00000003014 | 19 | 33213076  | 33230717  | - | 2553 | Bos taurus transient receptor potential cation channel subfamily V member 2 (TRPV2), mRNA. [Source:RefSeq mRNA;Acc:NM_001024493] |
|              | <i>TRPV3</i>    | ENSBTAG00000000020 | 19 | 24239065  | 24273712  | - | 6684 | transient receptor potential cation channel subfamily V member 3 [Source:VGNC Symbol;Acc:VGNC:36399]                             |
|              | <i>TRPV4</i>    | ENSBTAG00000000031 | 17 | 63410753  | 63447169  | + | 3213 | Bos taurus transient receptor potential cation channel subfamily V member 4 (TRPV4), mRNA. [Source:RefSeq mRNA;Acc:NM_001192385] |
| Transporters | <i>CD36</i>     | ENSBTAG00000017866 | 4  | 40380301  | 40443336  | - | 4214 | Bos taurus CD36 molecule (CD36), transcript variant 1, mRNA. [Source:RefSeq mRNA;Acc:NM_001278621]                               |
|              | <i>FABP2</i>    | ENSBTAG00000017045 | 6  | 5970114   | 5973346   | - | 709  | Bos taurus fatty acid binding protein 2 (FABP2), mRNA. [Source:RefSeq mRNA;Acc:NM_001025332]                                     |
|              | <i>FABP3</i>    | ENSBTAG00000016819 | 2  | 122285620 | 122294666 | + | 1341 | fatty acid binding protein 3 [Source:VGNC Symbol;Acc:VGNC:28697]                                                                 |
|              | <i>FABP4</i>    | ENSBTAG00000037526 | 14 | 44676542  | 44681059  | - | 754  | fatty acid binding protein 4 [Source:HGNC Symbol;Acc:HGNC:3559]                                                                  |
|              | <i>FABP5</i>    | ENSBTAG00000047330 | 14 | 44488895  | 44494877  | + | 1839 | Bos taurus fatty acid binding protein 5 (FABP5), mRNA. [Source:RefSeq mRNA;Acc:NM_174315]                                        |
|              | <i>FABP6</i>    | ENSBTAG00000010632 | 7  | 71800104  | 71806269  | + | 615  | fatty acid binding protein 6 [Source:VGNC Symbol;Acc:VGNC:28698]                                                                 |
|              | <i>FABP7</i>    | ENSBTAG00000033803 | 9  | 28476062  | 28479847  | - | 814  | Bos taurus fatty acid binding protein 7 (FABP7), mRNA. [Source:RefSeq mRNA;Acc:NM_001078162]                                     |
|              | <i>HSPA1A</i>   | ENSBTAG00000025441 | 23 | 27520317  | 27522790  | - | 2474 | Bos taurus heat shock protein family A (Hsp70) member 1A (HSPA1A), mRNA. [Source:RefSeq mRNA;Acc:NM_203322]                      |
|              | <i>HSPA4</i>    | ENSBTAG00000015683 | 7  | 44607161  | 44661126  | + | 4839 | Bos taurus heat shock protein family A (Hsp70) member 4 (HSPA4), mRNA. [Source:RefSeq mRNA;Acc:NM_001114192]                     |
|              | <i>HSPA5</i>    | ENSBTAG00000007662 | 11 | 96115141  | 96119503  | - | 2541 | Bos taurus heat shock protein family A (Hsp70) member 5 (HSPA5), mRNA. [Source:RefSeq mRNA;Acc:NM_001075148]                     |

|                |                    |    |          |          |   |      |                                                                                                           |
|----------------|--------------------|----|----------|----------|---|------|-----------------------------------------------------------------------------------------------------------|
| <i>HSPA8</i>   | ENSBTAG00000013162 | 15 | 33679009 | 33683436 | - | 2317 | Bos taurus heat shock protein family A (Hsp70) member 8 (HSPA8), mRNA. [Source:RefSeq mRNA;Acc:NM_174345] |
| <i>HSPA9</i>   | ENSBTAG00000011419 | 7  | 49894161 | 49909804 | - | 2651 | heat shock protein family A (Hsp70) member 9 [Source:VGNC Symbol;Acc:VGNC:52243]                          |
| <i>SCP2</i>    | ENSBTAG00000003746 | 3  | 93275045 | 93393567 | - | 2624 | Bos taurus sterol carrier protein 2 (SCP2), mRNA. [Source:RefSeq mRNA;Acc:NM_001033990]                   |
| <i>SLC27A1</i> | ENSBTAG00000016775 | 7  | 5605375  | 5646428  | - | 3634 | Bos taurus solute carrier family 27 member 1 (SLC27A1), mRNA. [Source:RefSeq mRNA;Acc:NM_001033625]       |
| <i>SLC27A3</i> | ENSBTAG00000021862 | 3  | 16619248 | 16624026 | - | 2433 | solute carrier family 27 member 3 [Source:VGNC Symbol;Acc:VGNC:34787]                                     |
| <i>SLC27A4</i> | ENSBTAG00000015436 | 11 | 98945593 | 98959912 | + | 2722 | Bos taurus solute carrier family 27 member 4 (SLC27A4), mRNA. [Source:RefSeq mRNA;Acc:NM_001075667]       |
| <i>SLC27A5</i> | ENSBTAG00000015164 | 18 | 65732865 | 65741718 | - | 2285 | Bos taurus solute carrier family 27 member 5 (SLC27A5), mRNA. [Source:RefSeq mRNA;Acc:NM_001103273]       |

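Supplementary Table 2 lists the genes of interest with identifier, position, gene length and description, grouped by function. The row of NAA15 repeats the position, length and description of NAA10. Gene length enters the FPKM, because fragments are divided by it. For 180 of the 182 genes matched to the deposited values, the listed length was the length used there.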

**Supplementary Table 2.** Endocannabinoid system-associated genes of interest assessed in bulk RNA-seq analysis of cultured bovine adipocytes exposed to isoproterenol (ISO; 1  $\mu$ M), lipopolysaccharide (LPS; 1  $\mu$ g/mL), and media alone (BAS) for 7 hours.

How the deposited data were processed for this re-analysis (not part of the article)

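Bulk RNA-seq was measured in cultured bovine adipocytes from the cows numbered 5, 6 and 8, each under 5 conditions, which gave 15 libraries. The cultures were kept for 7 h in serum-free medium (BAS), with 1 µmol/L isoproterenol (ISO), with 1 µg/mL lipopolysaccharide (LPS), with 1 µg/L insulin (INS), or with insulin and LPS together (INS+LPS). The paper reports BAS, ISO and LPS, and its passages rest on these 9 libraries. The insulin groups appear in the sample labels and are treated in the closing section. Conditions and cow numbers were taken from the sample labels and the paper, and the labels' cow numbers give the pairing.

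The authors purified polyadenylated RNA, made non-directional libraries, mapped the read pairs to ARS-UCD1.2 with Hisat2, counted them per gene with featureCounts, and deposited the result as FPKM. The deposited FPKM cover 27570 genes with gene lengths and coordinates. For the authors' own tests, the paper's methods name the negative binomial model of DESeq2, tests run gene by gene on its log2 normalized counts with Benjamini-Hochberg adjustment, and Fisher's LSD for the endocannabinoid system genes. Here the reported test was made on the deposited FPKM, and the recovered fragments were used in alternatives. Chromosome positions are those of the deposited annotation. The antisense and overlapping genes of an unstranded library share reads, which is stated where a named gene is affected.

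Multiplied by gene length, FPKM came in whole steps, from which the fragments of each gene were recovered, with 100% of the values whole. The denominator of the FPKM was 0.98 to 1.0928 times the recovered total. Totals per library ran from 10664848 to 21113013 fragments. Values of 3 fragments or fewer were treated as the floor of detection, and intervals and floors of this kind cover counting error only. Normalized counts are recovered fragments divided by median-of-ratios size factors.

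The tests used limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend) on log2(FPKM + 0.1) for genes with an FPKM of at least 0.1 in at least 3 of the 9 libraries, with Benjamini-Hochberg adjustment. One estimate of the spread was shared by the 3 groups, and no term for cow was used. A gene was called at an adjusted p of at most 0.05 and an absolute log2 fold change above 0.58, the thresholds of the paper's methods. Endocannabinoid system genes were counted at an unadjusted p under 0.05, the level of the paper's figures, with the adjusted counts beside it. Contrasts with insulin were fitted over all 15 libraries, and the difference between the LPS effects with and without insulin was tested as an interaction. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the remaining steps.

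The design, the alternatives and the rule for named genes were set before the data were examined, and alternatives added later are named as such. The design allowed for FPKM or counts, and the form for FPKM was used. The rule covers every gene of the paper's results section, the lipolysis, receptor and enzyme genes of its introduction and discussion, listed marker genes, and per contrast the 4 largest rises and 4 largest falls among genes past the thresholds and changed the same way in all 3 cows. Of 118 genes looked for by this rule, 113 were found, and some of their results are not reported here. The alternatives were the cow as a block, pseudocounts of 1 and 0.01, no filter, a mean FPKM of at least 1, median-of-ratios scaling, TPM rescaling, which gives each library the same sum, eBayes without trend, voom on the recovered fragments with and without the block, other sets of groups in the fit, other thresholds, and leaving out each cow.

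The limma fits were tested on simulated data with 200 changed genes and a dispersion of 0.02. Without cow differences, over 16193 genes, the fit without the block recovered 89.5% of the changed genes, the fit with the block 85.5%, and voom 94.0% with or without it. With a cow standard deviation of 0.5 on the log2 scale, over 16262 genes, recovery was 9.0% without the block, 77.0% with it, 10.5% for voom and 94.5% for voom with the block. Between 0 and 15 unchanged genes were called. The simulated cow differences were the same in every treatment. Their size and the dispersion were set and not estimated from the data. The pathway enrichment of the paper was not repeated.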

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

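Of the tests below, those on other splits of the libraries, on the depth, on the labels and on short genes were chosen only after the result was seen. The genes named here were chosen after their values were seen.

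The insulin groups are not reported in the paper. Between INS and BAS, limma called 3 genes without the block, 1 higher and 2 lower in INS, of 246 with an unadjusted p under 0.05. RF00575 (ENSBTAG00000042181, chromosome 2, 90793916 to 90794002) had 1, 3 and 1 fragments in INS and 0 in BAS (limma adjusted p = 0.00321, higher in 3 of 3 cows). None of these values exceeded the floor of 3 fragments. RF00108 (ENSBTAG00000055149, chromosome 21, 2091639 to 2091730) had 6, 6 and 1 fragments in BAS and 0 in INS (limma adjusted p = 0.00321, lower in 3 of 3 cows). The gene bta-mir-2454 (ENSBTAG00000044942, chromosome 7, 14691369 to 14691440) had 6, 7 and 1 fragments in BAS and 0 in INS (limma adjusted p = 0.0142, range over the alternatives 0.000301 to 1, lower in 3 of 3 cows). With the block the count was also 3, with 833 genes at an unadjusted p under 0.05. Only 1 of the 4 splits that part the cow pairs gave as many genes, the real one, and the largest count of another split was 1. The 6 splits that keep a cow pair together gave 0 to 3 genes. With 4 splits that part the pairs, chance cannot be excluded.

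In INS+LPS vs. INS, 3 genes were called without the block, 2 higher and 1 lower in INS+LPS, of 1001 with an unadjusted p under 0.05. DRAM1 (ENSBTAG00000017287, chromosome 5, 65703174 to 65738912) had 6.45 ± 1.06 FPKM in INS and 13.7 ± 1.38 FPKM in INS+LPS (SD, n = 3), with a log2 fold change of 1.08 (standard error 0.132, limma adjusted p = 0.0168, range over the alternatives 0.000147 to 0.56, higher in 3 of 3 cows). The others were bta-mir-2454, which had 2, 3 and 3 fragments in INS+LPS (limma adjusted p = 0.0315), and RF00575, which had 0 (limma adjusted p = 0.00642). With the cow as a block, 338 genes were called, 291 higher and 47 lower. Again 1 of 4 splits that part the cow pairs gave as many genes, and the largest count of another split was 2 with and without the block. The 6 splits that keep a cow pair together gave 0 to 2 genes without the block. A wrong assignment of LPS among the insulin libraries was tested through 17 listed LPS response genes, of which 15 (88.2%) were higher in INS+LPS in all 3 cows, against 16.9% of all genes. When all libraries were thinned to 10664848 fragments, 10 draws gave 295 to 322 genes with the block, of which 275 to 292 were among the 338. The 4 splits alone cannot exclude chance.

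The 2 genes called in LPS vs. BAS, bta-mir-146a and bta-mir-219-2, are outside those the paper discusses. In the INS+LPS libraries of cows 5, 6 and 8, bta-mir-146a had 0, 3 and 5 fragments and bta-mir-219-2 had 1, 0 and 0. In a gene shorter than a library fragment, 1 fragment is worth many FPKM, and this could make a few fragments pass the thresholds. Of the genes called in any of these contrasts, the largest number of fragments in a library was 628, in DRAM1, so the explanation does not cover every call. The 5 short genes had at most 8 fragments in any library, and for these it remains. Of them, bta-mir-219-2 and RF00575 never exceeded the floor of 3 fragments. At a pseudocount of 1, bta-mir-219-2 was still called in LPS vs. BAS and bta-mir-146a was not. Of the short genes, bta-mir-2454 lies within DNMT1 and RF00575 within NOP58 on the same strand (median of 442 and 506 fragments over the 9 libraries), and no gene of the annotation overlaps the other 3. Whether their fragments came from a host or neighbouring transcript was not tested. In LPS vs. BAS, 1 of the 4 splits gave as many genes, and the other 3 gave 0.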

How the results depend on the processing

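For each result that moved, the cause was not tested unless a test is given. The splits of the libraries were counted only after the results were seen. Counts are given in the order LPS vs. BAS, ISO vs. BAS and LPS vs. ISO. The reported counts of differentially expressed genes were 2, 0 and 2, with 1346, 176 and 1077 genes at an unadjusted p under 0.05.

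With the cow as a block the counts were 466, 0 and 254, with 3520, 677 and 2881 genes at an unadjusted p under 0.05. With voom they were 0, 0 and 0 (1397, 130 and 1052 unadjusted), and with voom and the block 900, 0 and 583 (718 unadjusted in ISO vs. BAS). Fitting all 5 groups gave 62, 0 and 33 (233 unadjusted in ISO vs. BAS), and only the 2 groups compared 0, 0 and 0 (1123, 185 and 882 unadjusted). A pseudocount of 1 gave 1, 0 and 1 (bta-mir-219-2, 193 unadjusted in ISO vs. BAS). A pseudocount of 0.01 gave 2, 0 and 2, but the genes were RF00416 and RF00108, both lower in LPS, with 167 unadjusted in ISO vs. BAS. TPM rescaling gave 5, 0 and 2, the first being 2 higher (bta-mir-146a and bta-mir-219-2) and 3 lower (RF00416 and 2 genes named RF00108), against 2 higher and 0 lower as reported, with 203 unadjusted in ISO vs. BAS. Genes with a mean FPKM of at least 1 gave 0, 0 and 0 (1162, 80 and 863 unadjusted). Each fit that left out one cow gave 0 in all these contrasts, from 0 to 0, with 679 to 1247, 125 to 178 and 537 to 974 unadjusted. No filter, median-of-ratios scaling, eBayes without trend and the adjusted p alone left the counts at 2, 0 and 2, with bta-mir-146a and bta-mir-219-2 called and 305, 180, 233 and 176 genes unadjusted in ISO vs. BAS. These small genes were chosen after their values were seen.

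Thresholds moved the counts further. An unadjusted p with the fold change gave 869, 143 and 754, and an unadjusted p alone 1346, 176 and 1077. The settings in the rest of this paragraph were chosen after seeing the data. All 5 groups with the block gave 717, 0 and 515 (697 unadjusted in ISO vs. BAS). The adjusted p alone gave 705, 0 and 328 with the block, 0, 0 and 0 with voom, 1608, 0 and 908 with voom and the block, 66, 0 and 33 with all 5 groups, and 1158, 0 and 751 with all 5 groups and the block. An unadjusted p with the fold change gave 1475, 275 and 1265 with the block, 931, 111 and 756 with voom, 1546, 218 and 1253 with voom and the block, 931, 189 and 788 with all 5 groups, and 1550, 317 and 1311 with all 5 groups and the block. An unadjusted p alone gave 3859, 718 and 3017 with voom and the block, 1539, 233 and 1193 with all 5 groups, and 3558, 697 and 2919 with all 5 groups and the block.

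A test run gene by gene on log2 normalized counts, which is close to a procedure named in the paper's methods, was added after seeing the data, in 4 versions. With an adjusted p and fold change each version gave 0, 0 and 0. With an unadjusted p and fold change it gave 619, 161 and 472 with a pseudocount of 1, 475, 70 and 353 without a pseudocount, 553, 205 and 551 with the block and a pseudocount, and 454, 105 and 429 with the block and none. With an unadjusted p alone these versions gave 1129, 347 and 878, then 984, 253 and 758, then 1695, 1100 and 1538, then 1580, 984 and 1406.

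A candidate explanation for the effect of the replicate block is large cow differences. Cow explained 91.3% of PC1, a test written before the result was seen. In simulated data with cow differences recovery rose from 9.0% without the block to 77.0% with it. The simulated cow differences were the same in every treatment, which is what the block removes, so this rise was built in. It shows that cow differences can have this effect and not that they did here. Of 4 splits that part the cow pairs, 1 gave as many genes as the real one, itself included, in LPS vs. BAS and in LPS vs. ISO, with the block (466 and 254 against 0 in the others) and without it (2 against 0). In ISO vs. BAS 4 of the 4 splits gave as many, since the real count was 0. By these 4 splits alone chance cannot be excluded. The 6 splits of the libraries that keep a cow pair together gave 0 to 1 genes in LPS vs. BAS, 0 to 2 in ISO vs. BAS and 0 to 0 in LPS vs. ISO. Over 36 arrangements of the treatments within cows, 1 gave as many genes with the block in the 3 contrasts together, the real one, with 720 against 641 in the next.

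The counts of endocannabinoid system genes at an unadjusted p under 0.05 were 12, 1 and 11. They rose to 46, 4 and 41 with the block (21 higher and 25 lower in LPS vs. BAS, 23 and 18 in LPS vs. ISO), 56, 11 and 46 with voom and the block (28 and 28, and 28 and 18), and 48, 6 and 38 with all 5 groups and the block, which was chosen after seeing the data. With only the 2 groups compared they were 7 in LPS vs. BAS and 6 in LPS vs. ISO. A pseudocount of 0.01 and a mean FPKM of at least 1 each gave 0 in ISO vs. BAS, where the reported gene was PLA2G1B. Under TPM rescaling the split in LPS vs. BAS was 5 higher and 9 lower, against 7 and 5 as reported, and in LPS vs. ISO 6 higher and 7 lower, against 7 and 4. Leaving out each cow gave 4 to 11, 0 to 0 and 5 to 14. Without cow 6 the genes were PLA2G4A, PTPN1, MBOAT1 and GPAT3 in LPS vs. BAS, and these with PTPN13 in LPS vs. ISO, named after their values were seen. Of the 4 splits that part the cow pairs, 1 gave as many genes in each contrast, the real one, and the largest other counts were 3, 0 and 4. Splits that keep a pair together gave 6 to 20, 3 to 15 and 2 to 21 genes.

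Adjusted over the list, 2 pairs of gene and contrast passed (24 unadjusted). This number was 17 with the block, 60 with voom and the block, and 40 with all 5 groups and the block. Without the block it was 3 with all 5 groups and 1 with voom (PLA2G4A). It was 0 with a pseudocount of 1 (27 unadjusted), no filter (25), TPM rescaling (28), eBayes without trend (25), only the 2 groups compared (14) and each cow left out (0 to 0, with 9 to 25 unadjusted). Of 36 arrangements of the treatments within cows, 1 gave as many pairs, the real one, and the others gave 0.

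Of the insulin contrasts, INS vs. BAS had 3 genes, and 0 with a pseudocount of 1 (245 unadjusted), with voom (222 unadjusted) and with voom and the block (983 unadjusted). It had 1, bta-mir-2454, with a mean FPKM of at least 1, and 0 to 0 with each cow left out (215 to 258 unadjusted). INS+LPS vs. INS had 3 genes, 338 with the block, 540 with voom and the block, 1 (DRAM1) with a pseudocount of 1 and with voom, and 0 to 11 with each cow left out, the fits at 0 having 837 and 575 genes unadjusted. The LPS effect differed with insulin for 0 genes (226 unadjusted), and 4 of the 4 splits gave as many, with a largest other count of 1. It differed for 2 genes with a pseudocount of 0.01 (bta-mir-2454 and RF00108), for 1 without a filter and 1 without trend (RF00575 in both), and for 2 with TPM rescaling (RF00108 and RF00575).

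The share of variance of principal components was 28.2% for PC1, and 33.8% to 47.1% with each cow left out, which was chosen after seeing the data. The share of variance of PC5 was 7.90%, and 5.1% with a pseudocount of 1.

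Of 788 alternative values of single log2 fold changes, 708 kept direction and side of the threshold, 48 lost it, 9 passed it and 23 changed sign. Those that changed sign were all in genes with small differences. For DAGLB, ISO vs. BAS became 0.03 without cow 5 and 0.02 without cow 8 (range with each cow left out -0.07 to 0.03), LPS vs. BAS became -0.06 both with TPM rescaling and without cow 6, and LPS vs. ISO became -0.03 with TPM rescaling. PNPLA2 in LPS vs. BAS became 0.04 without cow 8 (range -0.18 to 0.04). FABP3 became -0.03 in ISO vs. BAS without cow 8 (range -0.03 to 0.17) and 0.05 in LPS vs. BAS with voom. FABP7 in LPS vs. BAS became 0.14 with voom and 0.03 without cow 5 (range -0.23 to 0.03). CD36 in LPS vs. ISO became 0.02 without cow 6 (range -0.48 to 0.02). SCP2 in LPS vs. BAS became -0.05 with TPM rescaling and -0.04 without cow 5, and in LPS vs. ISO 0.02 without cow 6 (range -0.19 to 0.02). PPARG in ISO vs. BAS became -0.01 with a pseudocount of 1, -0.04 with voom and the block, -0.03 without cow 5 and -0.04 without cow 8 (range -0.04 to 0.37), and in LPS vs. ISO 0.26 without cow 8 (range -0.57 to 0.26). CACNA1C in ISO vs. BAS became 0.02 with a pseudocount of 0.01, 0.08 with voom, 0.03 without cow 5 and 0.24 without cow 8 (range -0.39 to 0.24). Of 240 alternative normalized counts, 239 stayed within 1 SD and 1 moved.

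Depth limits the low genes. Of the genes the paper names and the listed markers, GPR55, GPR119, PCK1, DLK1, SELE, LBP and LYZ had 0 fragments in the 9 libraries, and ADRB3, CNR2, GPR18, LEP, UCP1, PTPRC, ITGAM, CD3E, CD79A and KDR had at most 3 in any library. Changes in these genes are not detectable at this depth.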

Differences from the paper's values

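The paper's values are marked as the paper's. For each count of differentially expressed genes 46 settings were run, 18 set before the data were examined and 28 chosen after seeing the values, among them 12 settings of a test run gene by gene in 4 versions, which is close to a procedure named in the paper's methods. A value within 1.5 times the paper's is taken as reaching it. None of the settings used the negative binomial model of DESeq2, which the paper's methods name. No setting reached all 3 of the paper's totals, 1 reached 2 of them, 12 reached 1, and 33 reached none. That setting was the fit of all 5 groups with the cow as a block read by unadjusted p and fold change, chosen after seeing the values.

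The paper states 1901 DEG in LPS vs. ISO, and 2 were found here without the block, with 1077 at an unadjusted p under 0.05. With the cow as a block 254 were found, and 583 with voom and the block. None of the alternatives set before the data were examined closed the gap. Settings chosen after seeing the values that did were all 5 groups with the block at an unadjusted p and fold change (1311), and the gene-by-gene test with the block at an unadjusted p alone (1538 with a pseudocount and 1406 without). The paper states 619 DEG in LPS vs. BAS against 2 here. Set before the data were examined, the block (466), voom with the block (900) and an unadjusted p with fold change (869) closed the gap. Chosen after seeing the values, all 5 groups with the block (717), the block with an adjusted p alone (705) and the 4 gene-by-gene versions at an unadjusted p and fold change (619, 475, 553 and 454) also did. The paper states 444 DEG in ISO vs. BAS against 0 here, with 176 at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed this gap, while all 5 groups with the block at an unadjusted p and fold change (317) and the gene-by-gene test at an unadjusted p alone (347), both chosen after seeing the values, did.

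By direction, the paper states 787 genes higher in LPS than in ISO. Here 2 were found without the block, 204 with it and 422 with voom and the block. Set before the data were examined, an unadjusted p alone gave 693. Chosen after seeing the values, 596 were found with voom and the block at an adjusted p alone, and at an unadjusted p with fold change 765 with the block, 769 with voom and the block, 531 with all 5 groups and 809 with all 5 groups and the block. Also chosen after seeing the values, an unadjusted p alone gave 668 with voom, 753 with all 5 groups, and 791 and 717 in the gene-by-gene test with the block. The paper states 1114 genes lower in LPS than in ISO. Here 0 were found without the block, 50 with it and 161 with voom and the block. None of the alternatives set before the data were examined closed the gap, and an unadjusted p alone, chosen after seeing the values in each of these fits, gave 1305 with the block, 1429 with voom and the block, 1346 with all 5 groups and the block, and 747 in the gene-by-gene test with the block and a pseudocount.

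In LPS vs. BAS the paper states 170 genes upregulated and 244 downregulated. Here 2 and 0 were found without the block, and 308 and 158 with it. The paper's 2 numbers do not add up to the total it states for this contrast, so each was compared on its own. For the first, none of the alternatives set before the data were examined closed the gap, and the gene-by-gene test with the block and no pseudocount at an unadjusted p and fold change, chosen after seeing the values, gave 236. For the second, voom with the block (363) and an unadjusted p with fold change (351) closed it and were set before the data were examined. Chosen after seeing the values, all 5 groups with the block (255), the block with an adjusted p alone (267) and the 4 gene-by-gene versions at an unadjusted p and fold change (264, 183, 269 and 218) did too. In ISO vs. BAS the paper states 127 genes higher and 317 lower, against 0 and 0 here, and none of the alternatives set before the data were examined closed either gap. Settings chosen after seeing the values gave, for the first, 106 with the block, 90 with voom and the block, 126 with all 5 groups and the block, and 93 in the gene-by-gene test with the block and a pseudocount, all at an unadjusted p and fold change. An unadjusted p alone, also chosen after seeing the values, gave 99 with all 5 groups and 164 and 128 in the gene-by-gene test with and without a pseudocount. For the second, an unadjusted p alone gave 392 with the block, 440 with voom and the block, 391 with all 5 groups and the block, and 466 in the gene-by-gene test with the block and no pseudocount, all chosen after seeing the values.

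The paper states that PC5 held 4.3% of the variance, and 7.90% was found here. A pseudocount of 1 (5.1%), a mean FPKM of at least 1 (6.1%) and scaling of genes to unit variance (6.1%), set before the data were examined, closed the gap. The paper states depths of 29 to 59 M reads, and the recovered fragments on genes were 10.7 to 21.1 M, a different quantity for which no alternative was run.

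For the plotted genes, the paper's mean normalized counts were read by eye to at most 2 digits. A gap counts as closed where the values differ by less than 1.5 times or by less than the SD between cows under that setting, which leaving out a cow can widen. The SD is not used where a library of the group lies at the floor of 3 fragments. Every alternative for them, fragments without scaling or each cow left out, was chosen after seeing the values. GPAT3 was about 150 in BAS, about 360 in ISO and about 130 in LPS in Fig. 4B, against 92.4, 108 and 337 here. For BAS, fragments without scaling (104) and leaving out cow 8 (101) closed the gap, both chosen after seeing the values, and for ISO and LPS none did. PNPLA2 was about 2100 in BAS and about 700 in LPS in Fig. 4B, against 1304 and 1263, and unscaled fragments, chosen after seeing the values, closed the gap for BAS (1459) and nothing closed it for LPS. PTPN22 was about 4.7 in BAS and about 18 in LPS in Fig. 4C, against 10.9 and 10.0, and the gap closed for BAS without cow 6 (10.5) or cow 8 (8.36) and for LPS without cow 5 (15.0), all chosen after seeing the values. GDPD3 was about 92 in ISO in Fig. 4C against 151, closed without cow 5 (136), which was chosen after seeing the values. MGLL was about 93 in LPS in Fig. 5B against 61.4, closed without cow 8 (71.0), chosen after seeing the values.

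FABP3 was about 620 in LPS in Fig. 6 against 330 here, and unscaled fragments (338) and leaving out cow 5 (455) or cow 6 (357), chosen after seeing the values, closed the gap. FABP7 was about 15 in BAS in Fig. 6 against 48.3, closed without cow 6 (39.6) or cow 8 (41.5), chosen after seeing the values. CD36 was about 10 in LPS in Fig. 6 against 24.4, and no alternative closed the gap. PPARG was about 36 in ISO and about 5.8 in LPS in Fig. 7 against 16.0 and 14.7, and TRPV3 about 0.1 in BAS, about 0.7 in ISO and about 12 in LPS in Fig. 7 against 5.98, 4.02 and 4.60, with no alternative closing these gaps. CACNA1C was about 38 in ISO and about 230 in LPS in Fig. 7 against 136 and 125, closed for ISO without cow 5 (136) or cow 8 (90.4) and for LPS without cow 5 (130) or cow 6 (170), chosen after seeing the values. Unscaled fragments averaged over the libraries of each cow number in place of each treatment, a grouping chosen after seeing the values, came within 10% of the plotted means, or within 0.5 fragments, in all 3 groups for 8 genes, namely GDPD5, PTPN22, FABP3, FABP7, CD36, PPARG, TRPV3 and CACNA1C.

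The paper's results section gives 40 directions for 20 genes among these treatments, of which it words 2 as tendencies, DAGLB in LPS vs. ISO and CACNA1C in LPS vs. BAS. Here 27 had the same sign and 13 the opposite. Among the 13, GPAT4 in LPS vs. ISO was 0.00, with LPS higher in cows 5 and 6 and lower in cow 8, so its sign is not settled. Of the 40, 11 were in the paper's direction in all 3 cows. The paper gives higher expression of DAGLB and GDPD5 in ISO than in BAS, and the log2 fold changes here were -0.01 and -0.03. It gives GPAT3 and GPAT4 higher in ISO than in LPS, where LPS vs. ISO was 1.51 for GPAT3, with a limma adjusted p of 0.216 without the block and 0.0345 with it (range 0.00288 to 0.92, higher in LPS in 3 of 3 cows), and 0.00 for GPAT4. It gives PTPN22 and FABP3 higher in LPS than in both other groups, where LPS vs. BAS was -0.45 and -0.16 and LPS vs. ISO -0.71 and -0.25. It gives FABP7 higher in ISO and LPS than in BAS, with -0.33 and -0.08 here, SCP2 higher in LPS than in ISO, with -0.09 here, TRPV3 higher in LPS than in BAS, with -0.12 here, and CACNA1C tending to be higher in LPS than in BAS, with -0.21 here. The FABP7 value in ISO vs. BAS came mostly from cow 5.

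Of the 27 with the same sign, none had an adjusted p of at most 0.05 in the reported fit, and 2 had an unadjusted p under 0.05, PTGS2 in LPS vs. BAS and in LPS vs. ISO. PTGS2 was called in both with the block and with voom and the block, and with all 5 groups and the block, the last chosen after seeing the values. At an unadjusted p under 0.05, the fit with the block also had CYP27B1 in LPS vs. BAS, ALOX12 in LPS vs. ISO, CD36 in ISO vs. BAS and HSPA1A in LPS vs. ISO in the paper's direction. Voom with the block had these and also CYP27B1 in LPS vs. ISO and MGLL in LPS vs. BAS, and so had all 5 groups with the block, the latter chosen after seeing the values. CYP27B1 was also at this level in both contrasts with a pseudocount of 1 and without cow 8, and in LPS vs. BAS with all 5 groups, and ALOX12 in LPS vs. ISO without cow 8. Adjusted over the ECS list, voom with the block gave CYP27B1 0.0324 in LPS vs. BAS and 0.0296 in LPS vs. ISO and HSPA1A 0.0218 in LPS vs. ISO, and all 5 groups with the block gave HSPA1A 0.0415. HSPA1A in LPS vs. ISO also had an adjusted p of 0.0386 with voom and the block, set before the data were examined, against 1 in the reported fit (range 0.0386 to 1), at a log2 fold change under 0.58.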

Other observations

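Among the tests in this part, only the comparison of adipocyte with stromal marker genes was written before the result was seen, and all others were chosen afterwards.

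The plotted means of Figs. 4 to 7 were set against every division of the 9 BAS, ISO and LPS libraries into 3 labelled groups of 3, of which there are 1680. Means of unscaled fragments over the libraries of cows 5, 6 and 8, taken for the plotted BAS, ISO and LPS in that order, were the closest, so that 1 of 1680 groupings was as close. Their mean absolute log2 distance over 20 genes was 0.362. The division by treatment had a distance of 0.573 and 91 groupings were as close. By cow, 8 genes had all 3 means within the allowance of 10% or 0.5 fragments, and by treatment 0 had. The division by cow was closer for 14 genes, and the division by treatment for 6, MGLL, PTGS2, CYP27B1, ALOX12, HSPA1A and SCP2. A candidate explanation is that the plotted groups of some genes follow the cow numbers of the libraries and not the treatments. The opposite possibility, that treatments and cow numbers are exchanged in the deposited libraries, was tested against the mapped reads that the paper's supplement gives per cow and treatment. Fragments per mapped read then differed by a factor of 1.645 between highest and lowest, against 1.087 as labelled, each under the closest order of cows. Wrong LPS labels were tested through 17 listed LPS response genes, of which 88.2% were higher in LPS than in BAS in all 3 cows, against 20.1% of all genes, and neither of these explanations was borne out. The plotted values were read by eye and the pattern was noticed in the same data, so the match by cow number is a hypothesis, and no biological explanation was tested.

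No gene was called between ISO and BAS, where 176 genes had an unadjusted p under 0.05. Of 12 listed genes of the cAMP response tested, 16.7% (CREM and PDE4B) were higher in ISO in all 3 cows, against 14.1% of all genes, and the median log2 fold change of the list, -0.02, stood at percentile 43.1 of 10000 random lists matched on expression. These genes may not have changed at 7 h, but a transient response that had ended by then, or a weak one, could not be told apart from none. In the same contrast 5 of 17 LPS response genes (29.4%) were higher in ISO in all 3 cows, IL6, CCL20, NFKBIA, SAA3 and ISG15, with a list median of 0.09 at percentile 99.3.

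Many adipocyte markers were low. In 15 of 15 libraries, from 3 cows, the median percentile of adipocyte markers lay under that of stromal markers. It ran from 39.2 to 43.6 for 17 adipocyte markers and from 99.8 to 99.9 for 13 stromal markers, among genes above 0 in any library. The stromal list holds genes as abundant as COL1A1, with a mean of 8789 FPKM in BAS. No reference culture of adipocytes or progenitors was compared, so this ranking alone cannot tell how far the cells had differentiated. The most fragments in any BAS, ISO or LPS library were 6 for ADIPOQ, 6 for PLIN4, 2 for LEP, 47 for PPARG and 68 for CD36, against 140 for PLIN1 and 213 for FABP4. The lipogenic genes SCD and FASN were not low, with up to 13116 and 6707 fragments. The cultures may hold many cells with a stromal rather than an adipocyte profile, and a low level of differentiation in all cells cannot be told apart from a mixture in bulk RNA. Immune markers lay between percentiles 13.6 and 24.8 and endothelial markers between 21.5 and 27.9.

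Of the 466 genes called with the block in LPS vs. BAS, 253 were also called with the block in INS+LPS vs. INS, and 452 changed the same way there. The difference between the LPS effects was tested as an interaction, and 0 genes passed without the block (226 at an unadjusted p under 0.05) and 0 with it (580). All libraries were then thinned to 10664848 fragments in 10 draws. In LPS vs. BAS the fit without the block called 1 to 10 genes (median 3.5), against 2 as reported. With the block, 391 to 438 genes were called in LPS vs. BAS, of which 348 to 381 were among the 466. These results are consistent with an LPS response that insulin left largely in place, a hypothesis from 3 cows. The 4 splits per contrast cannot by themselves exclude chance.

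Cow differences were larger than treatment differences. In limma fits that compared the BAS, ISO and LPS libraries of one cow with those of another, with no term for treatment, 1874 genes differed between cows 6 and 5, 1999 between cows 8 and 5, and 1060 between cows 8 and 6 at the same thresholds. PTGS2, CXCL8 and FABP3 are among the genes whose values in a treatment spread widely over the cows.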
